# RNA tomography reveals spatial gene expression maps of *Arabidopsis thaliana* roots infected with *Heterodera schachtii*

**DOI:** 10.1111/nph.70674

**Published:** 2025-10-17

**Authors:** Anna Pijnacker, Yuhao Wang, Jaap‐Jan Willig, Jonas Mars, Steffen Werner, Kelvin Adema, Geert Smant, Hendrik C. Korswagen, Jose L. Lozano‐Torres

**Keywords:** Arabidopsis, cyst nematode, nematode infection, plants, RNA tomography, spatial gene expression maps, spatial transcriptomics

## Abstract

- Plant‐parasitic cyst nematodes, such as *Heterodera schachtii*, cause substantial crop losses world‐wide and induce specialized feeding structures in host roots, yet the molecular mechanisms underlying feeding structure initiation and development remain poorly understood.
- We introduce RNA tomography for plants, a powerful untargeted spatial transcriptomics technology that allows studying gene expression at high spatial resolution. We applied RNA tomography to Arabidopsis (*Arabidopsis thaliana*) roots infected with *H. schachtii*, capturing 96 consecutive cross sections of 20 micrometers at 1‐ and 2‐d post inoculation (dpi).
- We identified the location of the nematode's pharyngeal glands, the organs where most effectors are produced, using marker genes, and discovered multiple uncharacterized *H. schachtii* genes expressed in the same region. Additionally, we mapped the Arabidopsis spatial gene expression response upon nematode infection, revealing that some genes are expressed in a specific section.
- Our findings provide novel insights into early nematode parasitism. RNA tomography offers a powerful new approach to understanding plant cellular organization and interactions under various conditions, including development and responses to biotic and abiotic stresses.

## Introduction

Plants are complex organisms with multiple cell types organized into tissues and organs. These cells communicate to coordinate plant development and responses to environmental stimuli, such as pathogen infection (Tabassum & Blilou, 2022). Understanding gene expression variations between cells is crucial for unraveling the regulatory gene networks that control these processes. Spatial gene expression patterns are particularly important for unraveling localized processes, such as the response upon infection with the economically important sedentary plant‐parasitic cyst nematodes (Jones *et al*., 2013).

Infective juveniles (J2) of cyst nematodes penetrate the roots and migrate intracellularly toward the vascular cylinder (Golinowski *et al*., 1996), injecting effector proteins via a needle‐like stylet (Vanholme *et al*., 2007; Hewezi *et al*., 2008; Lee *et al*., 2011; Mitchum *et al*., 2013). After migration, cyst nematodes initiate a permanent feeding structure, the syncytium, from a single vascular cell (Wyss, 1992; Golinowski *et al*., 1996; Sobczak *et al*., 1997). The syncytium expands over weeks through partial cell‐wall dissolution and protoplast fusion of hundreds of adjacent cells (Golinowski *et al*., 1996). However, the molecular mechanisms underlying the initiation and expansion of nematode‐induced feeding structures are poorly understood, as is the heterogeneity within these structures, such as the existence of hundreds of nuclei within a single cytoplasm. This is largely due to a lack of methods for mapping spatial transcriptomic variation within and at the perimeter of nematode‐induced feeding structures (Szakasits *et al*., 2009; Barcala *et al*., 2010; Damiani *et al*., 2012; Matuszkiewicz *et al*., 2018).

To date, traditional transcriptomics, such as RNA microarrays (Puthoff *et al*., 2003; Khan *et al*., 2004; Uehara *et al*., 2010) and RNA sequencing (Hosseini & Matthews, 2014; Piya *et al*., 2017), have been used to study plant responses to nematode infections. However, these approaches analyze whole‐root systems of cyst‐nematode‐infected plants and hence do not differentiate gene expression in specialized feeding structures from surrounding plant cells. Given that feeding structures represent a small fraction of the root, transcriptional changes important for feeding structure formation might remain undetected. Methods like laser capture microdissection (Ithal *et al*., 2007) and microaspiration (Szakasits *et al*., 2009), isolate RNA specifically from syncytial elements induced by *Heterodera spp*. (Matuszkiewicz *et al*., 2018), but require pooling of clearly visible feeding structures of multiple nematodes, that is, 3 d post inoculation (dpi). Due to the asynchronous nature of nematode infections in terms of feeding structure initiation, these pooled structures encompass different developmental stages of feeding structures. More recently, RNA sequencing was applied to compare samples of pooled dissected root segments containing nematodes with similar pools of adjacent uninfected root tissue (Siddique *et al*., 2022). Although this approach differentiates between infected and uninfected tissue, it lacks the resolution to capture the dynamics of the transcriptome across infected tissue.

To study gene expression changes in and around the developing nematode‐induced feeding structures at the multi‐cellular level, spatial transcriptomics is required. Two main spatial transcriptomics approaches are commonly used in plants: *in situ* capture sequencing‐based methods and imaging‐based methods, relying on fluorescence *in situ* hybridization (FISH) (Cheng *et al*., 2023; Yin *et al*., 2023). In plants, the cellular resolution provided by *in situ* capturing sequencing has been crucial for identifying cell types (Xia *et al*., 2022), cell heterogeneity (Liu *et al*., 2022), and cellular organization (Liu *et al*., 2023), while FISH‐based spatial transcriptomics methods have revealed cell‐type markers in roots (Nobori *et al*., 2023), leaf venation patterns (Perico *et al*., 2024), and spatial expression of pathogen‐responsive genes (Nobori *et al*., 2025). *In situ* capture sequencing‐based methods enable the transcriptome‐wide quantification and localization of gene expression with high throughput (Giacomello *et al*., 2017; Giolai *et al*., 2019; Xia *et al*., 2022). By contrast, FISH‐based techniques demand prior knowledge of target genes and are limited in throughput by the number of fluorescent probes that can be used simultaneously (Veselinyová *et al*., 2021). Both approaches rely on microscope slides, which restricts the tissue capture area. As a result, analyzing the transcriptional variation in larger structures requires multiple slides, increasing costs and making spatial transcriptomics of large structures unfeasible for most groups (Nobori *et al*., 2023).

Here, we introduce RNA tomography, or Tomo‐seq, a spatial transcriptomics technology that maps gene expression patterns at high resolution by combining serial tissue sectioning with RNA sequencing without the use of a microscope (Junker *et al*., 2014; Holler & Junker, 2019). After cryo‐sectioning a sample along a specific axis, mRNA is labeled with section‐specific barcoded primers and unique molecular identifiers (UMIs). Barcodes retain spatial information, while UMIs help distinguish individual molecules and mitigate artifacts resulting from PCR‐based amplification (Hashimshony *et al*., 2012). This amplification step allows researchers to begin with minimal input material. RNA tomography has provided high‐resolution spatial gene expression maps in several animals (Junker *et al*., 2014; Wu *et al*., 2016; Ebbing *et al*., 2018; Yvernogeau *et al*., 2020; Mayeur *et al*., 2021; Schild *et al*., 2021) but has not yet been applied to plants or to two species simultaneously.

We applied RNA tomography to Arabidopsis (*Arabidopsis thaliana*) roots at 1 and 2 dpi with the beet cyst nematode *Heterodera schachtii* to capture key transitions in feeding structure initiation and expansion (Golinowski *et al*., 1996). Our results provide high‐resolution spatial gene expression maps of nematode‐infected Arabidopsis roots and reveal gene expression within the nematode itself. We bioinformatically identified the position of the nematode within the root and studied Arabidopsis gene expression up to 400 micrometers from the nematode's anterior side. Through RNA tomography, we can greatly enhance our understanding of the spatial organization of plant cells and their interactions under various conditions, including plant development and responses to biotic and abiotic stresses.

## Materials and Methods

### RoPod preparation

To simplify the screening for nematode‐infected Arabidopsis roots and reduce the number of steps that seedlings must be transferred, RoPod microscopic chambers were used (Guichard *et al*., 2024). Eighteen‐well RoPods were 3D‐printed with a Prusa MKS3+ printer using white PLA (EAN 6922572219038; Esun, Shenzhen, China) and 24 × 60 mm #1.5 coverslips (cat # 15 165 452; Epredia, Breda, the Netherlands), according to the protocol of Guichard *et al*. (2024). RoPods were carefully washed with water and soap, and sterilized using UV light (Philips tuv 30 W/G30T8) treatment for at least 1 h before use. Subsequently, 3 ml of sterile modified Knop medium (Sijmons *et al*., 1991) was pipetted into the RoPod. After the medium solidified, a strip of the medium was removed using a sterile toothpick.

### Plant culturing conditions

Seeds of the double auxin and cytokinin reporter DR5:TCSn in *Arabidopsis thaliana* Col‐0 background (kindly provided by Dolf Weijers from the Laboratory of Biochemistry, Wageningen University and Research, the Netherlands) were used to localize auxin and cytokinin expression using confocal microscopy. The confocal data is not shown in this paper. Seeds were stratified for 3 d at 4°C in the dark and vapor sterilized in an exicator with a final concentration of 50 g l^−1^ sodium hypochlorite (2102 949; Boom, Meppel, the Netherlands) and 25% hydrochloric acid (7647‐0‐10; Merck, Darmstadt, Germany) for 3 h. After sterilization, seeds were sown in the arch of the RoPod at the edge of the medium using sterile toothpicks. The RoPods were placed in a square Petri dish (120 × 120 mm) sealed with household foil and vertically placed in a growth cabinet at 21°C with 16 h light : 8 h dark cycles using cool white light (MASTER TL‐D Super 80 36 W1840; Philips, Eindhoven, the Netherlands).

### Hatching and sterilization of *Heterodera schachtii*

*Heterodera schachtii* cysts (Woensdrecht population from IRS, the Netherlands) were isolated from the sand of *Brassica oleracea* infected plants as previously done by Baum *et al*. (2000). Hatching and sterilization of *H. schachtii* J2 were performed as previously described (Willig *et al*., 2022). Four‐day‐old Arabidopsis seedlings were inoculated with 20 *H. schachtii* J2 per 3 seedlings, allowing the J2 to move between all 18 seedlings within the RoPod.

### Sample preparation and sectioning

Samples for RNA tomography were taken at 1 and 2 dpi. Seedlings were screened for a nematode‐infection using a Zeiss Axio imager M2 light microscope with a ×10 objective and ×20 magnification. Infected seedlings in which the position of a single nematode within the root was clearly visible were selected and imaged with an AxioCam MRc5 camera (426560‐9080‐000; Zeiss) using the ZEN software (2009; Zeiss). Subsequently, infected seedlings were transferred to a disposable mold (720‐0820; VWR) filled with a layer of tissue‐freezing medium (14 020 108 926; Leica, Richmond, IL, USA). Using an Olympus SZX10 binocular with a ×1.5 objective and ×2.5 magnification, a clump of Affi‐Gel Blue Gel beads (1537 301; Bio‐Rad, Dreiech, Germany) was placed near the nematode glands, indicating the starting point for sectioning. Pictures of the position of the blue beads relative to the sample were taken with an AxioCam 712 color camera (426560‐9080‐000; Zeiss) using the zen software (2009; Zeiss). Samples were flash‐frozen on dry ice within 10 min after transferring the seedling to tissue‐freezing medium. Directly after freezing, the orientation of the root and the location of the nematode were marked on the mold and frozen sample using a marker. The frozen samples were stored at −80°C until use. Excess tissue‐freezing medium was removed before sectioning in cryosections of 20 μm using a SLEE MEV cryostat set at −18°C, maximally 24 h before RNA amplification. The sections were collected using tweezers in a pre‐cooled hard‐shell 96‐wells plate filled with 40 μl mineral oil (M8410; Sigma‐Aldrich) and 7.5 ng μl^−1^ primer containing a T7 promoter, Illumina 5′adapter, 6 bp UMI, an 8 bp section‐specific barcode and a poly‐T‐sequence (Schild *et al*., 2021). The T7 promoter in the Cel‐Seq2‐based primers (Hashimshony *et al*., 2016) facilitates *in vitro* transcription but is not involved in the sequencing reaction. The UMI distinguishes molecules from each other, while the barcodes contribute to the spatial aspect of the Illumina sequencing library. Primers were synthesized by Integrated DNA Technologies (Leuven, Belgium).

### RNA amplification, cDNA synthesis, and Illumina library preparation

To each tissue section, 0.1 μl of 10 mM dNTPs (Promega) and 0.2 μl (1 : 500 000 diluted) ERCC spike‐ins were added using the Nanodrop II robot (GC Biotech, Waddinxveen, the Netherlands). The plate was heated to 65°C for 5 min to release the RNA and spun down in a pre‐chilled centrifuge at 20 000 ***g*** for 10 s. Next, a mix containing 0.05 μl nuclease‐free water, 0.4 μl First Strand Buffer (5×), 0.2 μl DTT (0.1 M), 0.1 μl RNAse OUT (40 U μl^−1^), and 0.1 μl SuperScript II (200 U μl^−1^) was prepared, and 0.75 μl of this mix was added to each well using the Nanodrop II for reverse transcription before incubation for 1 h at 42°C, 5 min at 4°C, and 10 min at 70°C. To generate a second‐strand cDNA, a mix consisting of 7 μl nuclease‐free water, 2.5 μl Second Strand Buffer (5×), 0.25 μl dNTPs (10 mM), 0.35 μl *Escherichia coli* DNA ligase (10 U μl^−1^), 0.09 μl *E. coli* DNA polymerase (10 U μl^−1^), and 0.09 μl *E. coli* RNAse H (2 U μl^−1^) was prepared, and 10 μl of the mix was added to each well, followed by a 2 h incubation step at 16°C. NucleoMag NGS Clean‐up and Size Select beads (LOT 102228; Machery‐Nagel, Düren, Germany) were used to purify the cDNA (slightly modified from Schild *et al*. (2021)). Next, the amplified cDNA was transcribed into RNA using the MEGAScript T7 transcription kit (CAT#AM1334; Ambion, Carlsbad, CA, USA), and the RNA was fragmented by incubating the sample with aRNA‐fragmentation buffer at 94°C for 1.5 min. The RNA was then cleaned up using RNA MagClean beads (C‐100; Aline Biosciences, Nashua, NH, USA) before preparing the DNA library, following the protocol of Schild *et al*. (2021).

### Read mapping

The libraries were sequenced twice on the Illumina NextSeq 2000 platform using P3 reagents (100 cycles, 240 Gb) at Leiden University (The Netherlands) to achieve sufficient sequencing depth. fastq files from both runs, containing paired‐end 100 base pair sequencing reads, were merged. Read 1 was used for transcript counting based on the UMI and section‐specific barcode, while Read 2 contained the gene‐specific data. To process the raw fastq data, we used the SingleCellMultiOmics (scmo v.0.1.40) (‘GitHub – BuysDB/SingleCellMultiOmics: Tools which deal with multiple single cell measurements’, 2024) pipeline. First, the UMI and barcodes from Read 1 were demultiplexed and added to the head of Read 2 by using demux.py (scmo v.0.1.40). The demultiplexed reads were then mapped to the Arabidopsis genome (Araport11) (Cheng *et al*., 2017) using star (v.2.7.11) (Dobin *et al*., 2012). Mapped reads were assigned to genes with featurecounts (v.2.0.8) (Liao *et al*., 2014), sorted with samtools (v.1.6) (Li *et al*., 2009), and assigned to the barcode molecules using bamtagmultiome.py (scmo v.0.1.40). We then counted the duplicated and non‐duplicated UMIs per gene per section using bamToCountTable.py (scmo v.0.1.40). In the second step, the demultiplexed reads were mapped to the *H. schachtii* genome (Bonn population; Siddique *et al*. 2022) using STAR, following the same procedure as described in the first step. The non‐duplicated UMI counts from both plant and nematode genomes were used for downstream analyses.

### Bioinformatic analyses

Transcript counts based on non‐duplicated UMI were analyzed using R (v.4.3.2). To assess the quality of sections, we plotted the cumulative distribution of the sum of Arabidopsis and *H. schachtii* genes per section. To assess the quality of sections, the number of Arabidopsis and *H. schachtii* genes detected per section was summed and then sorted in ascending order. The cumulative distribution of these gene counts was plotted and used to identify the largest discontinuity between neighboring sections. This discontinuity indicates a superposition of two distinct behavioral regimes, corresponding to low‐ and high‐quality sections. The largest discontinuity occurred at 300 total genes per section, thus sections with fewer than 300 total genes were considered low quality and excluded from further analysis (Supporting Information Fig. S1a,b). The remaining gene‐section matrix was normalized using SCTransform from the seurat package (v.5.2.1) (Hao *et al*., 2023), retaining sections with at least 300 detected genes in at least one section. The number of Arabidopsis and *H. schachtii* genes across sections was compared using ggplot2 (v.3.5.1) (Wickham, 2016) before and after the filtering and normalization. To identify the location of a nematode, we plotted the cumulative distribution of detected *H. schachtii* genes per section, revealing a that the largest discontinuity between neighboring sections occurred at 75 *H. schachtii* genes (Fig. S1c,d). The consecutive sections containing > 75 *H. schachtii* genes were defined as nematode‐containing regions because we assume that a nematode spans multiple consecutive sections. For generating spatial gene expression maps, we used the complexheatmap package (v.2.20.0) with average Euclidean clustering (Gu *et al*., 2016). The optimal number of clusters was determined using the elbow method (Syakur *et al*., 2018), which plots the within‐cluster sum of squares (WCSS) for cluster counts ranging from 1 to 15. The second derivative of WCSS was calculated to identify the point of maximum curvature, indicating the optimal number of clusters for generating spatial gene expression maps.

For *H. schachtii*, we constructed the spatial heatmaps with all detected genes. Furthermore, we selected genes known to be expressed in the dorsal and subventral glands based on published literature (Molloy *et al*., 2024), and visualized their expression in heatmaps. We manually compared the gene IDs expressed in either gland for the 1 and 2 dpi samples and visualized this comparison in a Venn diagram and annotated the genes using the effectorome (Molloy *et al*., 2024) and eggnog‐mapper (v.2) with default settings (Cantalapiedra *et al*., 2021). Additionally, we selected *H. schachtii* gene 21 727 for the 1 dpi sample and *H. schachtii* gene 9937 for the 2 dpi sample, as marker genes for the subventral glands and dorsal gland, respectively. We searched for a maximum of 200 genes with a Spearman correlation higher than 0.9 based on the expression pattern of the selected marker genes and visualized their expression profiles in heatmaps. To investigate sequence similarity, we blasted the protein sequences of *H. schachtii* genes expressed outside the nematode‐containing region, in at least one or two sections, against Arabidopsis proteins.

For analyzing Arabidopsis, we selected the 10 000 most highly variable genes with seurat (v.5.2.1) (Hao *et al*., 2023) for each sample, including both Arabidopsis and *H. schachtii* genes, as we expect spatial variation in gene expression due to feeding structure formation. The 9732 highly variable Arabidopsis genes from 1 dpi and 9053 genes from 2 dpi were visualized using the complexheatmap (v.2.20.0) (Gu *et al*., 2016). The optimal number of clusters was determined using the elbow method and its second derivative, as described above for selecting the appropriate number of clusters for the heatmap visualizing *H. schachtii* genes. The mean expression of genes per cluster was plotted in red on the left of the heatmap. Gene ontology enrichment analysis was performed using shinygo (v.0.82, accessed on 12 and 13 March 2025) (Ge *et al*., 2019) for clusters with high or altered expression in or near the nematode region, where we expect the feeding structure to develop. *P*‐values were calculated using the hypergeometric test, and false discovery rates (FDRs; cutoff 0.05) were computed via the Benjamini–Hochberg method to correct for multiple testing. Fold enrichment was defined as the percentage of genes in our list for a given pathway divided by the corresponding percentage in background Arabidopsis genes. Pathways to be shown were set at 20 (Size Min = 2 and Max = 5000) and selected the top 10.

## Results

### RNA tomography of nematode‐infected Arabidopsis roots captures the spatial gene expression profiles of both species simultaneously

To capture the spatial variation of gene expression at different time points during the early developmental stages of cyst nematode‐induced feeding structures in plant roots, we adapted the RNA tomography protocol used for *C. elegans* for application in plants (Schild *et al*., 2021). Hereto, we inoculated 4‐d‐old Arabidopsis seedlings with infective juveniles of *H. schachtii*. We collected nematode‐infected roots at 1 and 2 dpi (Fig. 1a,b) when feeding structure initiation and the early stages of expansion take place (Golinowski *et al*., 1996). Frozen roots with feeding structures were subsequently sectioned into 96 sections, starting near the anterior pharyngeal gland region of the nematode along the longitudinal axis of the roots into the plant tissue at increasing distance from the nematode (Fig. 1c). Since the nematode head could be oriented toward either end of the plant, the sectioning was done acropetally or basipetally, meaning the head could be located near section 1 or 96, respectively. Each section was incubated with an adapted version of the CelSeq2 primer, to distinguish mRNA molecules from each other, trace back reads from the specific tissue sections and add spatial information to the RNA sequencing library using barcodes (Hashimshony *et al*., 2016). All sequencing reads were either mapped to the Arabidopsis or *H. schachtii* reference genomes (Fig. 1d).

**Fig. 1:**
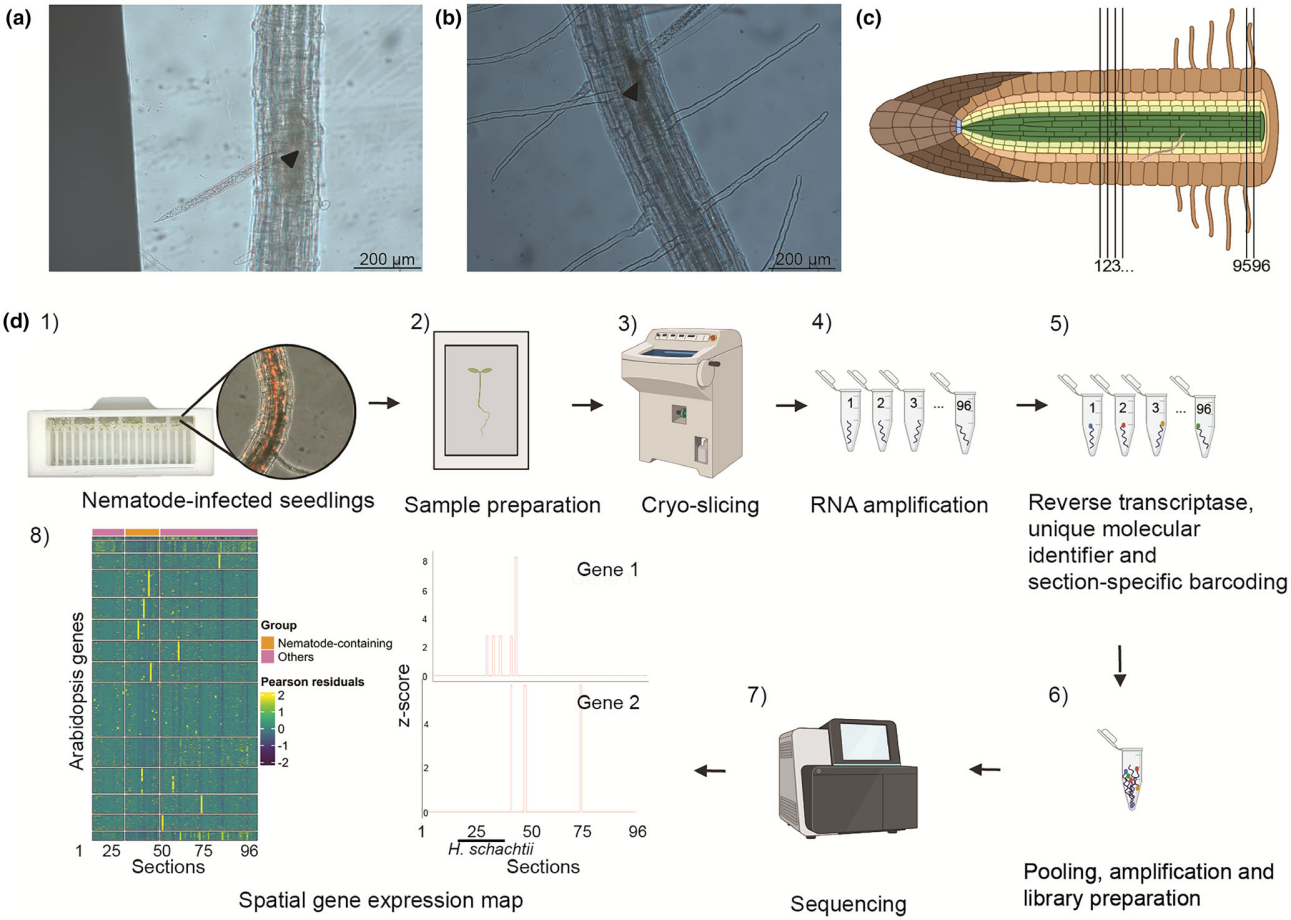
Overview of the RNA tomography sample preparation and workflow. This figure provides an overview of the experimental workflow used for RNA tomography, from sample preparation to analysis. (a, b) Microscopic image of the feeding structure induced by *Heterodera schachtii*, 1 (a) and 2 (b) days post inoculation (dpi), ×20 magnification. The arrowhead indicates the position of the nematode glands. (c) Frozen samples are sectioned into 96 tissue sections, starting near the nematode's anterior end along the plant root. (d) (1) Four‐day‐old *Arabidopsis thaliana* roots were infected with second‐stage *H. schachtii* juveniles in RoPod microscopic chambers. (2) At 1 and 2 dpi, the roots were microscopically screened for nematode infections, imaged, and infected seedlings were transferred to a mold filled with tissue‐freezing medium. (3) Using a cryostat, the sample was sectioned into 96 sections of 20 μm each, starting near the nematode's anterior end. Each section was individually collected. (4) RNA was amplified from each individual section. (5) cDNA was synthesized using section‐specific barcoded primers containing a unique molecular identifier (UMI) to label RNA molecules. (6) Barcoding allowed pooling all sections of one sample together for RNA amplification. Subsequently, the RNA was amplified by *in vitro* transcription, and sequencing libraries were prepared. (7) Libraries were sequenced on the Illumina NextSeq2000. (8) The reads obtained from the paired‐end sequencing analysis were mapped to both reference genomes of Arabidopsis and *H. schachtii* to provide detailed spatial gene expression maps, with the 96 tissue sections presented on the *x*‐axis and the presence of nematode mRNA indicated with a black horizontal line and the text ‘*H. schachtii’*. In the heatmap, the top 1000 most expressed Arabidopsis genes are displayed on the *y*‐axis. The *y*‐axis in the gene expression plots contains *z*‐scores, gene 1 is a gene known to be expressed in the *H. schachtii* glands, and gene 2 is an Arabidopsis gene locally expressed near the nematode gland. (c, d) (2–7) were created in BioRender (BioRender.com/a4f1ncp).

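The data are 2 libraries, 1 from the root of a seedling taken at 1 d post inoculation (dpi) with *H. schachtii* and 1 from the root of another taken at 2 dpi. The seedlings were 4 d old at inoculation. Each root was cut into 96 consecutive sections of 20 μm, numbered from 1 to 96. The reverse transcription primer of each section carried a barcode for the section and a unique molecular identifier (UMI) of 6 bases, so that copies of 1 captured RNA molecule were counted once. The authors mapped the reads to the Arabidopsis genome (Araport11) with STAR, mapped the same demultiplexed reads to the *H. schachtii* genome (Bonn population) in a second step, and deposited the number of non-duplicated UMIs for each gene in each section, without normalization. The nematodes in the roots were of the Woensdrecht population. The paper's text describes no step that assigns a read matching both genomes to a single species. ERCC spike-in transcripts had the same counts in the data of both species (9 transcripts with 54 UMIs at 1 dpi, 23 with 216 at 2 dpi) and were left out here. At 1 dpi, the library held 368049 Arabidopsis UMIs, with 77 to 16942 per section (median 2439), and 14752 *H. schachtii* UMIs, with 5 to 907 per section (median 81.5). At 2 dpi, it held 271029 Arabidopsis UMIs, with 86 to 45282 per section (median 1868.5), and 28473 *H. schachtii* UMIs, with 2 to 7507 per section (median 49). Section 38 alone held the 7507, and section 77 held the 45282. There was 1 root per time point, and the sections of a root are not replicates, so no test compares time points or sections. Intervals are exact 95% intervals, Poisson for numbers of UMIs and Clopper–Pearson for shares. They cover counting error only. A count of 0 is given with the limit that 3 UMIs would set. From the deposited counts, UMIs were summed over genes and sections, and SCTransform was run again on the counts of both species together, after sections with fewer than 300 genes were removed and with every gene found in at least 1 section kept. A gene counts as detected from 1 UMI on, which decides many of the numbers of genes.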

Since RNA tomography has not yet been applied to plants and to two organisms simultaneously, we first assessed whether genes from both the plant and the nematode could be detected within a single section. Therefore, we plotted the number of distinct gene counts per section for both organisms (Fig. 2a,b). Indeed, genes from both the plant and *H. schachtii* were detected across various sections. For instance, in section 60 of the 1 dpi sample, we identified 1499 unique Arabidopsis genes, along with 348 unique *H. schachtii* genes. Similarly, in section 22 of the 2 dpi sample, we detected 2803 unique Arabidopsis genes and 1159 unique *H. schachtii* genes. These findings confirm that RNA tomography can simultaneously capture gene expression from two organisms.

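Before any filter, the 1499 Arabidopsis genes of section 60 at 1 dpi had 1967 UMIs together, and the 348 *H. schachtii* genes had 474. When at least 2 UMIs were required for a gene in the section, 272 and 47 genes remained, and this was the alternative that moved the numbers most. After SCTransform, 1486 Arabidopsis and 122 *H. schachtii* genes had a corrected count of at least 1 in this section. Over the 96 sections at 1 dpi, the number of Arabidopsis genes ranged from 75 in section 37 to 6236 in section 93, with a median of 1834.5. For *H. schachtii* it ranged from 4 in section 37 to its highest value in section 60, with a median of 30.5. All 96 sections held UMIs of both species.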

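In section 22 at 2 dpi, the 2803 Arabidopsis genes had 3580 UMIs and the 1159 *H. schachtii* genes had 1397. With at least 2 UMIs required, 381 and 114 genes were counted. The number of Arabidopsis genes per section ranged from 81 in section 15 to 11077 in section 77 (median 1403), and that of *H. schachtii* genes from 2 in section 73 to 5030 in section 38 (median 19.5). As at 1 dpi, each of the sections had UMIs of the plant and of the nematode. From sections in which genes of both species were counted side by side, the paper concludes that RNA tomography captures expression in 2 organisms at once.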

**Fig. 2:**
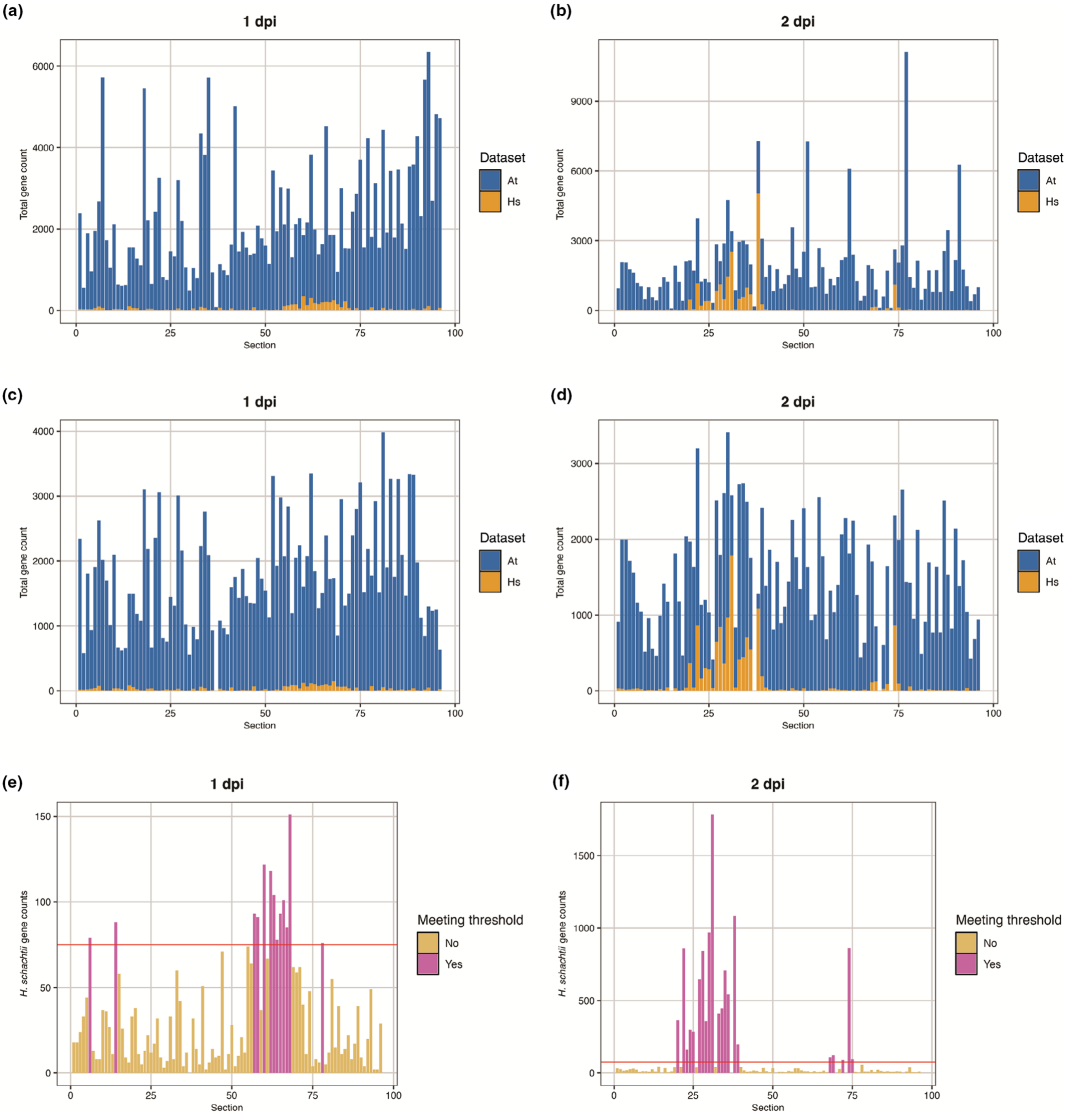
RNA tomography enables the simultaneous detection of genes from both *Arabidopsis thaliana* and the cyst nematode *Heterodera schachtii* in individual sections. The number of detected Arabidopsis and *H. schachtii* gene counts was analyzed across sections at different days post inoculation (dpi). (a, b) Gene counts were plotted across sections for samples collected at 1 (a) and 2 (b) dpi with *H. schachtii*, with Arabidopsis gene counts (At) shown in blue and *H. schachtii* gene counts (Hs) in orange. (c, d) Sections with fewer than 300 total detected genes were filtered out, and the remaining gene counts were normalized using a negative binomial regression model. After filtering and normalization, gene counts were plotted again, revealing that one section was excluded from the 1 dpi sample (c), and four sections were removed from the 2 dpi sample (d). (e, f) To determine the location of *H. schachtii* in the samples, filtered and normalized *H. schachtii* gene counts were plotted for the 1 (e) and 2 dpi (f) samples. Sections containing > 75 detected *H. schachtii* genes were considered nematode‐containing and are shown in pink, while sections below the threshold of 75 genes, indicated by the red line, are represented in orange.

To ensure that observed changes in gene expression are due to biological processes, rather than technical variations, such as differences in sequencing depth or gene counts per section, we applied filtering and normalization. First, we determined a threshold to filter out low‐quality sections by ranking sections based on ascending numbers of detected genes and identifying the largest increase among sections with low numbers of total genes. This increase occurred at 300 total detected genes per section, which we then set as the minimum quality threshold (Fig. S1a,b). 

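Ranked by the sum of Arabidopsis and *H. schachtii* genes, the lowest section at 1 dpi was section 37 with 79 genes, and the next was section 30 with 492. At 2 dpi, the lowest were section 15 with 88 genes, section 73 with 108, section 70 with 115 and section 37 with 164, and the next was section 26 with 326. The number of sections with at least 300 genes was therefore 95 at 1 dpi and 92 at 2 dpi. A minimum of 500 genes, the alternative that moved this most, would remove 2 sections at 1 dpi and 11 at 2 dpi.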

Based on this threshold, one section at 1 dpi and four sections at 2 dpi were excluded. After filtering, we normalized the number of detected genes across sections using a regularized negative binomial regression model (Hafemeister & Satija, 2019), thereby reducing technical variation while preserving biological heterogeneity (Fig. 2c,d). Following filtering and normalization, we detected 26 444 unique Arabidopsis genes in the RNA sequencing library of nematode‐infected Arabidopsis roots at 1 dpi, representing ±96% of the coding sequences in Arabidopsis. Additionally, we identified 2609 unique genes from *H. schachtii* at 1 dpi, representing ±10% of the nematode coding sequences. Likewise, at 2 dpi, we detected 26 175 unique Arabidopsis genes in the RNA sequencing library, representing ±95% of the coding sequences in Arabidopsis, and 10 655 nematode genes, representing ±40% of the nematode coding sequences. Thus, RNA tomography effectively captures a comprehensive representation of the Arabidopsis transcriptome and a representative portion of the *H. schachtii* transcriptome, particularly at later infection stages, confirming its sensitivity and robustness for gene expression analysis during infection.

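The kept sections at 1 dpi held 367972 Arabidopsis UMIs on 26444 genes. The median detected gene had 5 UMIs, and 4322 genes (16.3%) had 1 UMI. Of the detected genes, 21970 had UMIs in at least 2 sections. A minimum of 5 UMIs per gene moved the number most, to 13925 genes. With the UMIs drawn down to the 270545 of the kept sections at 2 dpi, 24994 genes were detected on average over 20 draws. In the RefSeq annotation of the TAIR10.1 assembly, 23736 of the 27562 protein-coding genes (86.1%) were detected. A further 117 detected identifiers had no entry in that annotation.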

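The 2609 *H. schachtii* genes at 1 dpi rested on 14747 UMIs in the kept sections. Of these genes, 1952 (74.8%) had 1 UMI, 585 had UMIs in at least 2 sections and 154 had at least 5 UMIs. The number of genes in the nematode annotation was not used here, so the share of the coding sequences was not recomputed.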

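At 2 dpi, the kept sections held 270545 Arabidopsis UMIs on 26175 genes, with a median of 4 UMIs per detected gene. Of these genes, 4653 (17.8%) had 1 UMI, 21328 had UMIs in at least 2 sections and 12928 had at least 5 UMIs. The detected genes included 23460 of the protein-coding genes of the RefSeq annotation (85.1%). The 10655 *H. schachtii* genes rested on 28449 UMIs, and 5284 of them (49.6%) had 1 UMI. UMIs in at least 2 sections were found for 4857 nematode genes, and at least 5 UMIs for 907. With the nematode UMIs drawn down to the 14747 of 1 dpi, 7340 nematode genes were detected on average. From the numbers of genes detected in both libraries, the paper concludes that RNA tomography captures a comprehensive part of the Arabidopsis transcriptome and a representative part of that of *H. schachtii*.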

Next, we aimed to determine the position of the nematode within the samples by analyzing *H. schachtii* expression profiles. To establish a threshold, we plotted the number of *H. schachtii* genes per section in ascending order, following the same approach as described above, and set the threshold at 75 genes (Fig. S1c,d). Out of 95 sections, 13 sections contained at least 75 *H. schachtii* genes at 1 dpi (Fig. 2e). 

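In the SCTransform-corrected counts, sections 57, 58, 60 and 62 to 68 had between 78 (section 64) and 151 (section 68) *H. schachtii* genes at 1 dpi. The other 3 sections above 75 were section 6 with 79, section 14 with 88 and section 78 with 76. The smallest number of sections in which SCTransform requires a gene moved this most. At its default of 5, in place of 1, no section at 1 dpi passed 75 genes. Counted on the raw UMIs, 21 sections passed. Without the genes of the nematode scaffolds Hsc_scaff013 and Hsc_scaff133, an alternative chosen after the data had been examined, 7 sections passed, all of them between sections 57 and 68.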

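At 2 dpi, sections 20, 22 to 25, 27 to 31, 33 to 36, 38 and 39 had between 161 (section 23) and 1783 (section 31) *H. schachtii* genes in the SCTransform-corrected counts. Farther along the root, section 68 had 110, section 69 had 123, section 72 had 91, section 74 had 863 and section 75 had 95. Between sections 20 and 39, sections 21, 26 and 32 stayed below the threshold, with 42, 38 and 42 genes. Section 37, the remaining one, had been removed.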

At 2 dpi, 21 out of 91 sections had > 75 nematode gene counts (Fig. 2f). However, in both samples, sections containing *H. schachtii* mRNA were not necessarily consecutive, even though we would expect that the nematode spans at least a few sections. 

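Within the stretch of sections 57 to 68 at 1 dpi, sections 59 and 61 had 37 and 67 *H. schachtii* genes. In raw UMIs, section 59 held 107 of the nematode beside 2999 of Arabidopsis, and section 61 held 181 beside 2672. Among the sections below the threshold at 2 dpi, section 26 was shallow in both species, with 49 nematode and 300 Arabidopsis UMIs, whereas section 21 had 71 nematode UMIs beside 2022 of Arabidopsis.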

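Of the 14752 *H. schachtii* UMIs at 1 dpi, 3971 lay in sections 57 to 68, which is 26.9% (95% interval 26.2 to 27.6) in 12.5% of the sections. No other of the 85 windows of 12 consecutive sections held more. In these sections, 1012 of every 10000 UMIs of both species were of the nematode. At 2 dpi, 22520 of 28473 UMIs lay in sections 20 to 39, which is 79.1% (78.6 to 79.6) in 20.8% of the sections. No other of the 77 windows of 20 sections held more, and 3529 of every 10000 UMIs in this stretch were of the nematode. The paper set both stretches on nematode genes of the same libraries, so these shares and ranks describe them and do not test them. Section 38 alone held 26.4% of the nematode UMIs at 2 dpi, and without it 71.6% lay in these sections. Leaving out the genes of scaffolds Hsc_scaff013 and Hsc_scaff133 moved the share most at 1 dpi, to 38.4%, where the window then ranked 3rd among all windows. At 2 dpi this gave 81.9%. The mean nematode share of the sections inside, divided by the sum of the means inside and outside, is another quantity, which would be 50% without enrichment. It came to 73.3% at 1 dpi and 89.1% at 2 dpi.

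**Figure D1:**
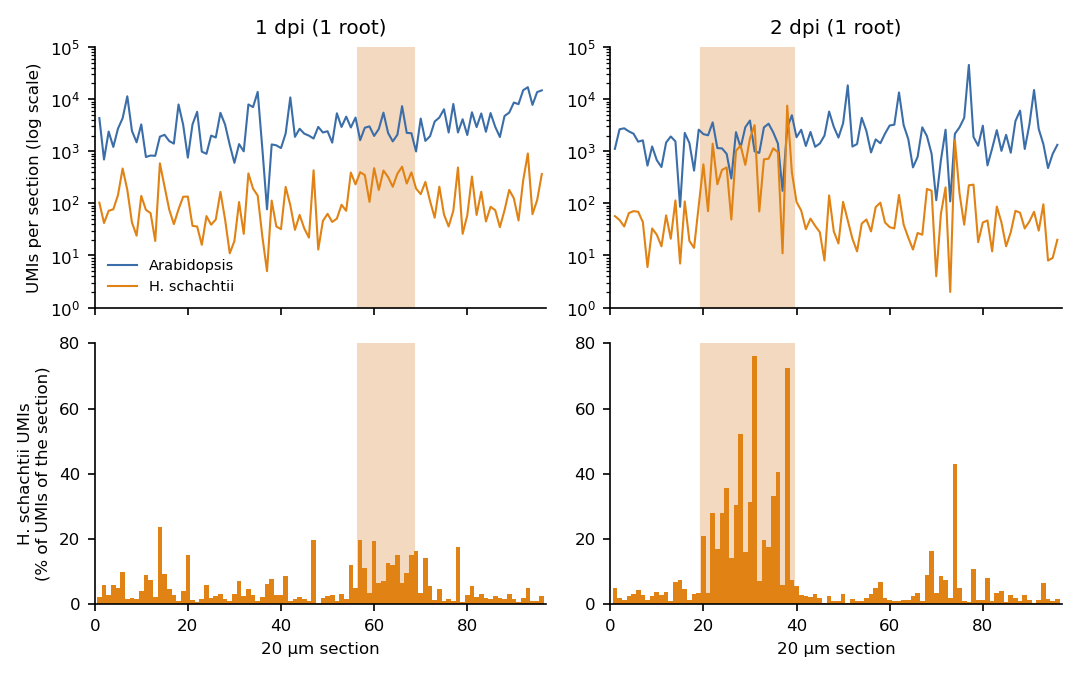
UMIs per section of Arabidopsis and *H. schachtii* on a log scale, and the share of *H. schachtii* in the UMIs of both species in percent, by section number for the library at 1 dpi and the library at 2 dpi, with sections 57 to 68 and 20 to 39 shaded. At 2 dpi the share is highest in the shaded sections and again in section 74, and every section at both time points holds UMIs of both species.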

Since nematode genes were detected in consecutive sections 57 to 68 at 1 dpi, and sections 20 to 39 at 2 dpi, we assume that these sections represent the nematode's position in the respective samples. We will refer to these sections as the ‘nematode region’. Altogether, these results demonstrate that RNA tomography can accurately capture the spatial distribution of *H. schachtii* genes within Arabidopsis roots, allowing us to presume the nematode's position (Fig. 3).

**Fig. 3:**
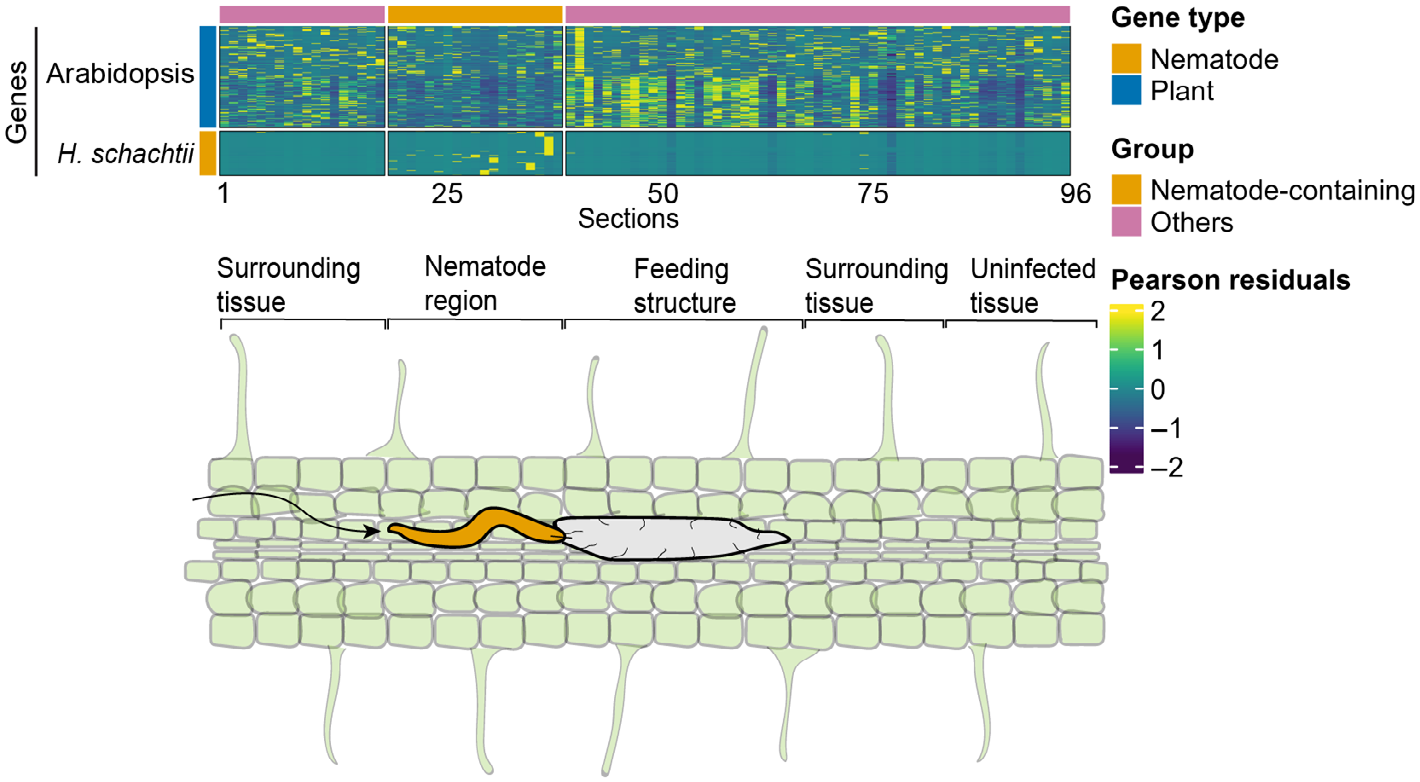
Schematic overview of RNA tomography on a cyst nematode‐infected *Arabidopsis thaliana* root. *Heterodera schachtii* (orange) migrates through the host root, as indicated by the black arrow, and transforms several host cells (green) into a feeding structure (gray). Feeding structure formation involves extensive transcriptional changes. Using RNA tomography, we can spatially map the expression of both Arabidopsis (blue) and *H. schachtii* (orange) genes across tissue sections. This enables us, for instance, to compare gene expression patterns within the feeding structure, surrounding plant tissue, and uninfected tissue farther away from the infection site, or to identify putative nematode effector genes based on similarity across expression patterns.

### The expression patterns of *H. schachtii* marker genes confirm the high resolution of RNA tomography maps

To further study the nematode region, we examined whether spatial gene expression patterns could be observed within these sections. Hereto, we performed hierarchical clustering on normalized gene expression data and visualized the *H. schachtii* gene expression in a spatial gene expression map. The optimal number of clusters was determined using the second derivative of the WCSS (Fig. S2a–d). The heatmaps for both the 1 and 2 dpi samples indeed show that genes cluster together based on their spatial gene expression (Fig. 4a,b). For instance, at 1 dpi, clusters 2, 3, and 4 exhibited high gene expression in single sections throughout the nematode region. By contrast, genes in cluster 6 were also expressed outside the nematode region. Many of these genes have sequence similarity to Arabidopsis genes (Dataset S1), suggesting that these genes may be more conserved across species, like DNA replication, translation, or transcription. 

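The copy of Dataset S2 used here gives the cluster of the first 1993 of the 2609 *H. schachtii* genes at 1 dpi and of the first 1997 of the 10655 at 2 dpi. Cluster 2 at 1 dpi held 266 genes with 463 UMIs, of which 81.2% lay in the nematode region. On the scale of UMIs per UMIs of both species, 205 of its genes were highest in section 62, and 186 of its genes had 1 UMI in the library. Cluster 3 held 211 genes with 418 UMIs, 82.1% of them in the nematode region. In this cluster, 150 genes were highest in section 68, and 109 genes had 1 UMI. Cluster 4 held 329 genes, of which 297 were highest in section 60 and 226 had 1 UMI. Only 23.5% of the UMIs of cluster 4 lay in the nematode region, because it includes g24738, which had 3335 of the library's nematode UMIs.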

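Cluster 6 lies beyond the part of Dataset S2 used here, so all *H. schachtii* UMIs outside the nematode region were counted. At 1 dpi, the 84 sections outside held 10781 nematode UMIs, 314 per 10000 UMIs of both species (95% interval 308 to 320), and each of them held some. These UMIs fell on 1187 genes, of which 948 had 1 UMI outside. The 5 genes with most UMIs outside held 5344 of them, or 49.6%. They were g24738 with 2862 UMIs, g14906 with 816, g14888 with 659, g14898 with 587 and g4223 with 420. All 84 sections held UMIs of g24738, and across these sections its UMIs followed those of Arabidopsis (Spearman rho 0.80, a description of 1 root). The genes g14906, g14888 and g14898 are on scaffold Hsc_scaff013. Together with Hsc_scaff133, this scaffold held 5520 of the UMIs outside, or 51.2%. Across the sections outside, rho between the nematode and the Arabidopsis UMIs was 0.45. Leaving out both scaffolds, an alternative chosen after the data had been examined, moved this most, to 0.641, and left 156 nematode UMIs per 10000.

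**Figure D2:**
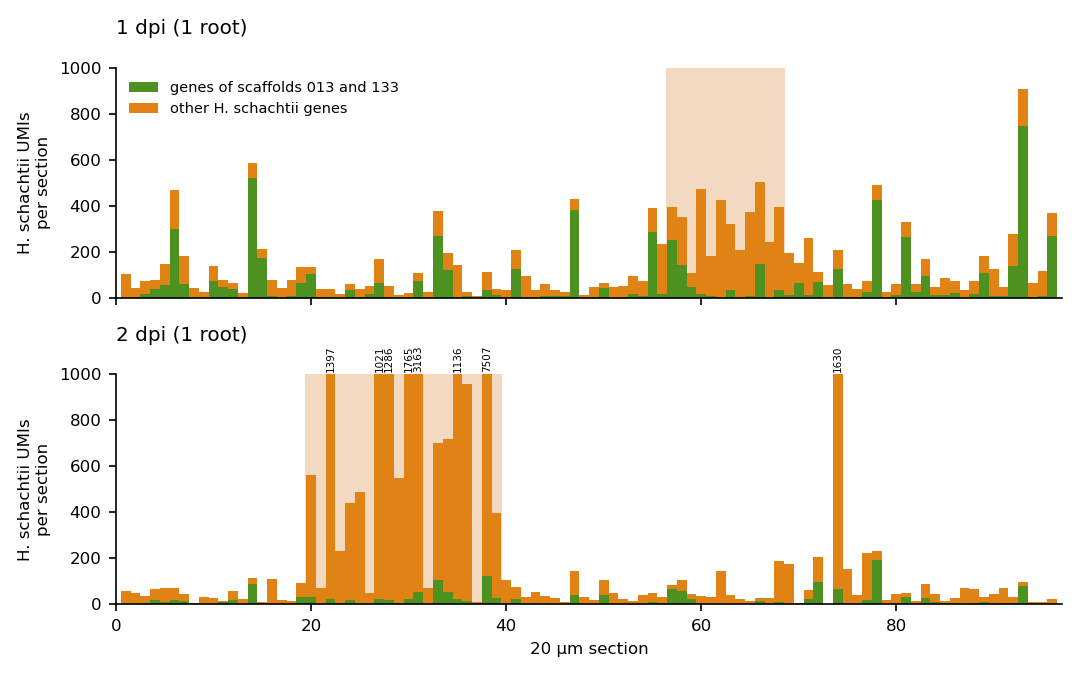
*H. schachtii* UMIs per section, by section number, as stacked bars for the library at 1 dpi and the library at 2 dpi, in green for genes of scaffolds Hsc_scaff013 and Hsc_scaff133 and in orange for all other genes, with the nematode region shaded. The axis stops at 1000 UMIs, and the totals of taller bars are printed above them. At 1 dpi the green bars reach 746 UMIs in section 93, outside the nematode region.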

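Dataset S1 lists 122 *H. schachtii* transcripts. At 1 dpi, 77 of them had UMIs, 438 in all, and 276 of these lay outside the nematode region. This was 2.56% of the nematode UMIs outside. None of the 5 genes with most UMIs outside the region was among the listed transcripts. The comparison of the protein sequences was not repeated here. From the similarity to Arabidopsis genes, the paper proposes that the genes expressed outside the region may be conserved between species, with roles such as replication or translation.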

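At 2 dpi, cluster 1 held 620 *H. schachtii* genes with 1432 UMIs, of which 92.7% lay in the nematode region. On the scale of UMIs per UMIs of both species, 441 of its genes were highest in section 35, and 267 had 1 UMI. Section 74, outside the region, held 1630 nematode UMIs on 1114 genes beside 2156 Arabidopsis UMIs. Across 242 nematode genes with at least 8 UMIs in the library, its profile was compared with the 6 sections that held at least 150 UMIs of these genes. Of these 6, section 36 was closest (Pearson r 0.655 on the square root of the UMIs), and section 22 came next (r 0.130). These correlations are across genes, which are not independent replicates, and were chosen after the data had been examined.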

The spatial gene expression pattern at 2 dpi was even more distinct than at 1 dpi, with different clusters showing high gene expression in specific single sections within the nematode region, except for cluster 8, which shows high expression in section 74.

**Fig. 4:**
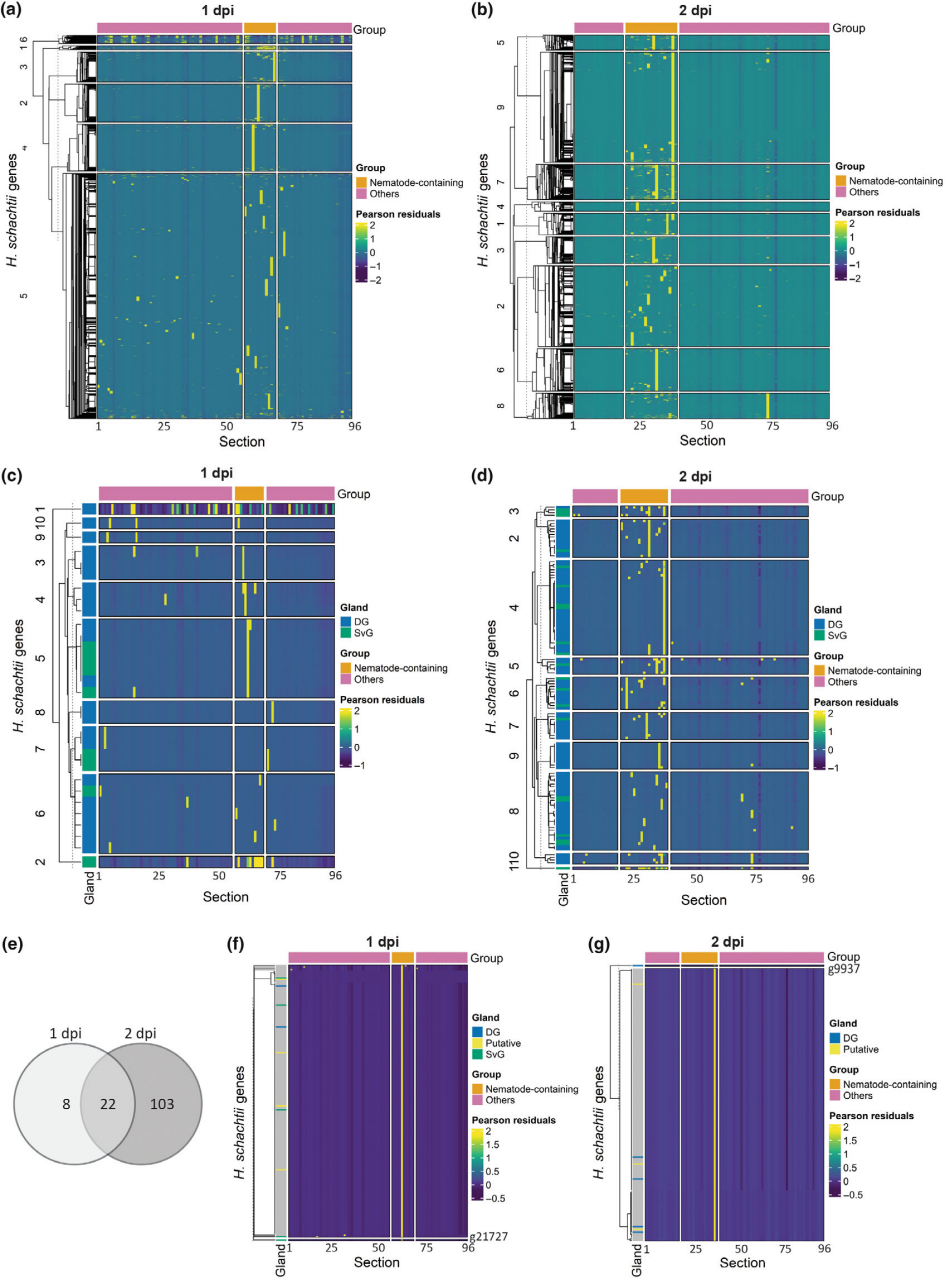
Revealing the expression patterns of *Heterodera schachtii* genes expressed in the dorsal and subventral glands to locate the nematode head within the *Arabidopsis thaliana* root and identify putative effector genes. This figure demonstrates the use of RNA tomography to locate the nematode head position and identify putative effector genes from spatial gene expression patterns of marker genes. (a, b) Heatmap showing the expression patterns of detected *H. schachtii* genes at 1 (a) and 2 d post inoculation (dpi) (b) on the *y*‐axis. The *x*‐axis represents 20 μm tissue sections, with consecutive sections containing > 75 *H. schachtii* genes, indicated in orange. Other sections with mostly plant genes and substantially less nematode mRNA are indicated in pink. The dendrogram represents the similarity among the selected *H. schachtii* genes based on Euclidean clustering. (c, d) Expression profiles of *H. schachtii* marker genes known to be expressed in either the dorsal gland (DG, blue) or subventral glands (SvG, green) across sections at 1 (c) and 2 dpi (d). (e) Venn diagram showing the number of *H. schachtii* genes known to be expressed in either the DG or SvG at 1 and/or 2 dpi. (f, g) The 200 *H. schachtii* genes exhibiting expression profiles most similar to subventral glands‐expressed gene 21 727 at 1 dpi (f) and dorsal gland gene 9937 at 2 dpi (g) based on Spearman correlation > 0.9. See Supporting Information Dataset S1 for the gene IDs displayed in plots (a–d, f, g).

We hypothesized that gene clusters with high expression in specific sections might correspond to distinct anatomical structures in the nematode. To test this hypothesis, we first determined the optimal number of gene clusters (Fig. S3e–h) for visualizing the expression of genes known to be specifically expressed in either the dorsal or subventral glands, according to the recently updated *H. schachtii* effectorome (Molloy *et al*., 2024) (Fig. 4c,d). These pharyngeal glands secrete effector proteins essential for feeding structure initiation and development. 

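The gland genes that Dataset S2 lists for 1 dpi had 139 UMIs together. Of these genes, 20 had 1 UMI and 2 had at least 5 UMIs. These 2 were g14901, with 68 UMIs of which 55 lay outside the nematode region, and g15762, with 30 UMIs of which 28 lay inside. The gene g14901 is on scaffold Hsc_scaff013. Over all listed genes, 63 UMIs (45.3%) lay in the nematode region, 13 genes had UMIs there only, and 21 genes had UMIs in 1 section only. The gland of each gene is shown in Fig. 4c,d and was not read from it, and the tables used here label the gland only for genes similar to the markers, so dorsal and subventral gland genes are counted together.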

At 1 dpi, we identified 30 annotated gland genes, including 22 expressed in the dorsal gland and 8 in the subventral glands. In the heatmap, seven clusters contained only dorsal gland‐expressed genes, most of which peaked in sections 60 and 61. 

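With the UMIs of each section divided by the UMIs of both species there, 4 of the listed gland genes were highest in section 60 and 2 in section 61, where a tie counts for each section. On raw UMIs these numbers were 4 and 3. Divided by the UMIs of both species, none of the genes with at least 5 UMIs was highest in either section, the alternative that moved this most.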

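Section 62 was the highest for 5 of the listed gland genes at 1 dpi, and for 7 on raw UMIs or on SCTransform residuals. It held 8 gland gene UMIs among 423 nematode UMIs, leaving out scaffolds Hsc_scaff013 and Hsc_scaff133, a share of 1.89% (95% interval 0.82 to 3.69). No gland gene had more than 1 UMI there. The share was 1.09% (0.354 to 2.52) in section 60, from 5 of 460 UMIs, 3.47% (1.68 to 6.29) in section 63, from 10 of 288, and 3.00% (1.51 to 5.30) in section 65, from 11 of 367. In each of sections 63 and 65, 9 of these UMIs were of g15762, and without it the shares were 0.358% (0.00907 to 1.98) and 0.559% (0.0677 to 2.00). These shares pool both glands. Of the 4 genes similar to g21727 that Dataset S2 labels as subventral, 3 had all their UMIs in section 62, in a list chosen for likeness to a gene of that section.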

Subventral glands‐expressed genes were predominantly highly expressed in section 62. 

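The gland genes that Dataset S2 lists for 2 dpi had 363 UMIs together, with a median of 2 per gene. Of these genes, 62 had 1 UMI and 12 had at least 5 UMIs. The gene g18882 had 53 UMIs, of which 29 were in section 36, and g15762 had 48, of which 10 were in section 74. In the nematode region lay 302 of the gland gene UMIs (83.2%), and 106 of the genes had UMIs there only.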

At 2 dpi, the number of detected gland genes increased to 125, including 104 dorsal gland‐expressed genes and 21 subventral glands‐expressed genes. Compared to 1 dpi, the distinction between dorsal and subventral glands expression was less pronounced at 2 dpi. Three clusters contained only genes annotated as dorsal gland expressed. 

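On UMIs divided by the UMIs of both species, 25 of the gland genes listed for 2 dpi were highest in section 38, 13 in section 35, 13 in section 36 and 12 in section 31. On raw UMIs, 49 were highest in section 38, and on SCTransform residuals 48. Of the 12 genes with at least 5 UMIs, 0 were highest in section 38 and 3 in section 36 on the first of these scales, 7 and 3 on raw UMIs, and 6 and 5 on residuals, with ties counted for each section. The last 2 scales were tried at this minimum after the data had been seen. Leaving out scaffolds Hsc_scaff013 and Hsc_scaff133, gland gene UMIs were 71 of 7385 nematode UMIs in section 38, or 0.961% (95% interval 0.752 to 1.21). Their share was 5.08% (3.77 to 6.68) in section 36, from 48 of 945 UMIs, and 2.56% (1.83 to 3.46) in section 74, from 40 of 1565. The gene g18882 had 29 of the UMIs in section 36 and 20 of those in section 74, and without it the shares were 2.07% (1.25 to 3.22) and 1.29% (0.792 to 1.99).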

While most annotated genes were expressed in the nematode region, they peaked in different sections, with most genes highly expressed in section 38. Taken together, by mapping the spatial expression of annotated dorsal and subventral gland genes, we further validated our assumptions about the nematode's location within the samples and provided insight into the glands' location.

Considering that the timing of effector secretion is crucial during host invasion and the initiation of feeding structure formation, we determined whether the expression of these effectors is time‐dependent by comparing the genes expressed in the dorsal or subventral glands across both timepoints. 

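Dataset S2 lists g18361, g16080, g1629, g1877, g26474, g1132, g5102 and g2749 for 1 dpi only. Each had 1 UMI at 1 dpi (95% interval 0.0253 to 5.57) and 0 of the 28449 nematode UMIs at 2 dpi, which allows up to 1.05 per 10000 nematode UMIs. Requiring at least 3 UMIs for a gene to be detected moved the comparison most. It left 5 gland genes at 1 dpi and 33 at 2 dpi, with 5 in both libraries, 0 at 1 dpi only and 28 at 2 dpi only.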

Of the 30 genes expressed at 1 dpi, 22 were also expressed at 2 dpi, meaning that eight genes were specifically expressed at 1 dpi (Fig. 4e). Among the 125 annotated genes detected at 2 dpi, 103 genes were specifically expressed at 2 dpi. 

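Of the 103 gland genes listed for 2 dpi only, 57 had 1 UMI and 4 had at least 5. All had 0 of the 14747 nematode UMIs at 1 dpi, which allows up to 2.03 per 10000. This limit is for the whole library, where scaffolds Hsc_scaff013 and Hsc_scaff133 held 42.1% of the nematode UMIs. Counted on the UMIs of the nematode region only, the limit is wider. When the nematode UMIs at 2 dpi were drawn down to this total, 85.5 of the 125 listed genes were detected on average (67 to 99 over 100 draws), and 67.5 of the 103. Drawn down within the nematode region to the 3971 UMIs of the region at 1 dpi, 37.1 gland genes were detected on average (27 to 48), against 19 in the region at 1 dpi. From the genes found at 1 time point only, the paper reads distinct temporal patterns and proposes that the expression of these effectors is tightly regulated.

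**Figure D3:**
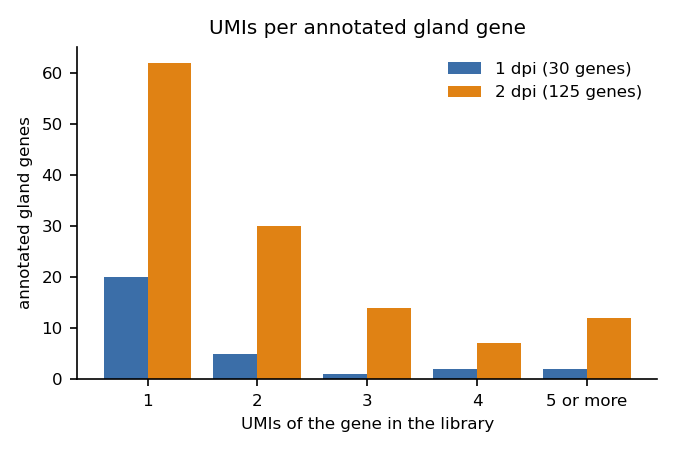
Number of gland genes listed in Dataset S2 by their UMIs in the library, for 1 dpi and for 2 dpi, with genes of 5 or more UMIs together. At 1 dpi, 20 genes have 1 UMI, and at 2 dpi, 62 genes do.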

To further study the function of these genes, we used the *H. schachtii* effectorome (Molloy *et al*., 2024) and the eggnog‐mapper (v.2) (Cantalapiedra *et al*., 2021), a functional annotation tool for novel sequences (Dataset S2). This analysis revealed that the overlapping genes belong to various effector families, including the glutathione synthetase family, which plays an important role in regulating cellular redox homeostasis (Lilley *et al*., 2018), as well as cell‐wall degrading enzymes such as chitinase, cellulase, and pectate lyase.

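With families taken from the annotation in Dataset S2 and the text, the 2 chitinase genes were in both libraries, g1847 with 2 UMIs at 1 dpi and 3 at 2 dpi, and g1848 with 1 and 1. Among the cellulase genes, g21727 had 1 UMI at 1 dpi and 2 at 2 dpi, g2750 had 1 and 6, and g1668 had 0 and 3. The pectate lyase g9417 had 1 UMI at 1 dpi (95% interval 0.0253 to 5.57) and 8 at 2 dpi (3.45 to 15.8), and g18326 and g3822 had 0 and 3 each. Of the 12 glutathione synthetase genes, g9280 had the most UMIs over both libraries (0 and 5), followed by g21707 (0 and 4), g26289 (0 and 4) and g9937 (2 and 2).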

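The annexin g1877 had its UMI at 1 dpi in section 61. Another gene annotated as an annexin in Dataset S2, g13361, had no UMI at 1 dpi and 3 at 2 dpi (95% interval 0.619 to 8.77), all in the nematode region. Among the other genes listed for 1 dpi only, g26474 had its UMI in section 60 and g1132, g5102 and g2749 in section 62. The UMIs of g18361, g16080 and g1629 were outside the nematode region, in sections 71, 5 and 72.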

The eight genes specifically expressed at 1 dpi include two genes encoding cellulose‐binding proteins, which support parasitism by reducing methyl esterified pectin in the cell wall (Hewezi *et al*., 2008), and an annexin. 

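Among the gland genes listed for 2 dpi only, 3 are annotated as venom allergen-like. The gene g1682 had 4 UMIs (95% interval 1.09 to 10.2) in 4 sections, 3 of them in the nematode region. The genes g15470 and g7777 had 1 UMI each, in sections 38 and 30. None of the 3 had a UMI at 1 dpi.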

Genes specifically expressed at 2 dpi belong to effector families such as venom allergen‐like proteins, which suppress plant immunity (Lozano‐Torres *et al*., 2014), clavata3/embryo surrounding region (CLE)‐like peptides, which manipulate host developmental pathways to support feeding structure formation (Guo *et al*., 2017), and an expansin gene, which may regulate cell‐wall loosening during feeding structure formation (Fudali *et al*., 2008). Thus, our analysis reveals distinct temporal patterns of effector gene expression, suggesting that this expression is tightly regulated and that these effectors may play critical roles at different stages of parasitism.

Although many *H. schachtii* effectors are included in the effectorome, it is likely still incomplete (Molloy *et al*., 2024). Our spatial transcriptomics method enables the visualization of spatial gene expression, allowing us to identify genes with expression patterns similar to known marker genes for the subventral and dorsal glands, which may represent putative effectors. To identify putative effectors, we generated heatmaps displaying 200 genes similarly expressed as two marker genes: *H. schachtii* gene 21 727, a cellulase expressed in the subventral glands at 1 dpi in infective J2 nematodes (Siddique *et al*., 2022), and *H. schachtii* gene 9937, a glutathione synthase expressed in the dorsal gland of infective J2 nematodes at 2 dpi (Siddique *et al*., 2022). At 1 dpi, we identified several unannotated genes with expression patterns similar to g21727, including four putative effectors listed in the effectorome (Molloy *et al*., 2024), along with four genes expressed in the subventral glands and two dorsal gland‐expressed genes. Most of these genes were highly expressed in section 62, the same section as the marker gene (Fig. 4f). 

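The marker g21727 had 1 UMI at 1 dpi, in section 62. Across the kept sections, 2361 of the 2608 other detected *H. schachtii* genes (90.5%) had a Spearman rho above 0.9 with it on SCTransform Pearson residuals. This included 2079 of the 2302 genes with no UMI in section 62. The scale moved this number most. On SCTransform-corrected counts no gene passed 0.9, and on raw UMIs per 10000 UMIs 194 genes did, all with every UMI in section 62. Among genes with at least 5 UMIs, 20 passed. Of the 200 genes listed in Dataset S2, the 4 named as putative effectors had 5 UMIs together, the 4 subventral gland genes had 7 and the 2 dorsal gland genes had 2.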

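Of the 200 listed genes, 194 had all their UMIs in section 62, and 185 had 1 UMI in the library. No listed gene had more than 3 UMIs. Section 62 held 426 nematode UMIs on 307 genes.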

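At 2 dpi, g9937 had 2 UMIs, both in section 38, and its 2 UMIs at 1 dpi were in section 67. On SCTransform Pearson residuals, 5782 of the 10654 other *H. schachtii* genes (54.3%) had a Spearman rho above 0.9 with it, including 1526 of the 5625 genes with no UMI in section 38. On raw UMIs per 10000 UMIs the number was 1990, all of them genes with every UMI in section 38, and on corrected counts it was 364. Section 38 held UMIs of 5030 nematode genes, more than any other section of either library.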

At 2 dpi, we identified 200 genes highly expressed in section 38, showing a similar pattern to the marker gene 9937 (Fig. 4g). Notably, four of the identified genes at 2 dpi were annotated as dorsal gland‐expressed genes (Siddique *et al*., 2022), and three were annotated as putative effectors in the effectorome, confirming the accuracy of our analysis. Thus, RNA tomography can identify putative effector genes based on their spatial expression patterns, offering a list of candidate genes for further investigation.

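All of the 200 genes listed for 2 dpi had their UMIs in section 38 only. Of these, 163 had 1 UMI, and the highest had 5. The 4 genes annotated as dorsal gland-expressed had 6 UMIs together, and the 3 putative effectors had 4. From the annotated gland genes and putative effectors among the similar genes, the paper concludes that spatial expression patterns can identify putative effector genes.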

### Specific regions of the root exhibit distinct gene expression in response to nematode infection

Our RNA tomography data has proven valuable in revealing the spatial gene expression patterns of the nematode within the host. Building on this, we used the data to study gene expression changes in the plant root during infection, as the molecular mechanisms underlying feeding structure development remain poorly understood. Specifically, we aimed to investigate how plant roots respond to nematode infection and identify the section(s) containing the nematode‐induced feeding structures. 

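The 10000 genes with the largest residual variance after SCTransform of both species included 9736 Arabidopsis and 264 *H. schachtii* genes at 1 dpi, and 9118 and 882 at 2 dpi. The selected Arabidopsis genes had a median of 11 UMIs at 1 dpi and 7 at 2 dpi. Fewer than 5 UMIs in the library were found for 926 of them (9.51%) at 1 dpi and for 2340 (25.7%) at 2 dpi. Selection on raw UMIs with Seurat's variance-stabilizing fit gave 9756 and 7883 Arabidopsis genes, and the second of these was the largest change under any alternative.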

Since feeding structure formation occurs locally within the root, we first searched for up to 10 000 genes with the highest variability in expression across root sections, resulting in 9732 Arabidopsis genes at 1 dpi, and 9053 Arabidopsis genes at 2 dpi. We then determined the optimal number of clusters using the elbow method and its second derivative (Fig. S3a–d), performed hierarchical clustering on gene expression data, and visualized the gene expression patterns in a heatmap (Fig. 5a,b). To assess the biological relevance of these clusters, we performed Gene Ontology (GO) enrichment analyses, focusing on clusters with high or altered expression in or near the nematode region, where the feeding structure is expected to initiate and develop (Dataset S3).

**Fig. 5:**
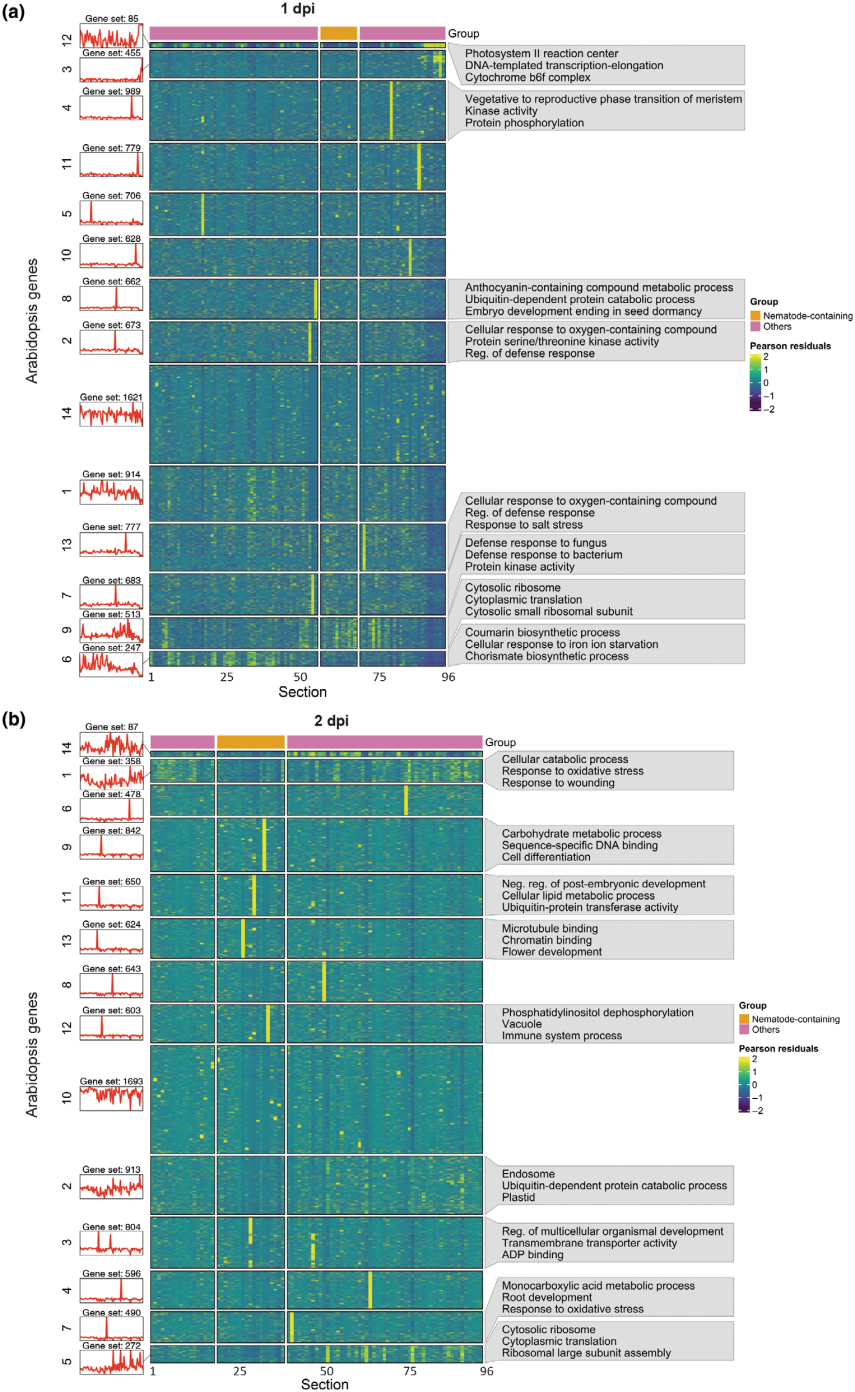
Heatmap revealing the expression patterns of the most variable *Arabidopsis thaliana* genes in response to *Heterodera schachtii* infection. The 10 000 most variably expressed genes across tissue sections were identified using the SCTransform package. The expression patterns of 9732 and 9053 Arabidopsis genes for 1 (a) and 2 d post inoculation (b), respectively, were visualized in the heatmap. The *y*‐axis represents Arabidopsis genes, while the *x*‐axis represents 20 μm tissue sections, with consecutive sections containing nematode mRNA indicated at the top of the heatmap in orange; feeding structures are initiated within or near these sections. Panels on the left show average gene expression patterns per cluster, while the top three Gene Ontology terms of clusters with possible roles in nematode infection cluster are displayed at the right side of the heatmap.

At 1 dpi, we observed multiple clusters with high gene expression localized to a specific section. This aligns with our expectations as *H. schachtii* initiates feeding structures from a single, typically procambial or pericycle cell (Golinowski *et al*., 1996; Sobczak *et al*., 1997), which likely spans multiple sections. 

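The copy of Dataset S3 used here gives the cluster of the first 1993 of the 9732 genes at 1 dpi and of the first 1997 of the 9053 at 2 dpi, so at 1 dpi it holds clusters 1 and 2 in full. The 914 genes of cluster 1 were highest in section 34, with 1043.5 UMIs per 10000 Arabidopsis UMIs against a median of 573 over the sections. The 673 genes of cluster 2 were highest in section 54, with 1990 against a median of 372. These sections held 7034 and 4613 Arabidopsis UMIs, more than the median section.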

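Cluster 2 had 408 UMIs per 10000 Arabidopsis UMIs in sections 1 to 56, before the nematode region, 391 in the region and 236 in sections 69 to 96, after it. The ratio of the region to the kept sections outside was 1.21 (95% interval 1.14 to 1.28). Section 54, where the cluster was highest, lies before the region. Clusters 7 and 8 lie beyond the part of Dataset S3 used here, apart from the genes listed with their enriched terms.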

We focused on clusters 2, 7, and 8, as genes in these clusters were locally highly expressed near the nematode region, specifically near the head‐side of the nematode. The majority of enriched GO terms (FDR ≤ 0.05) associated with these clusters were related to plant defense. For instance, cluster 7 was enriched for ‘defense response to fungus’ (43 genes), ‘defense response to bacterium’ (63 genes), and ‘protein kinase activity’ (29 genes) (AbuQamar *et al*., 2008). Similarly, cluster 2 was enriched for ‘cellular response to oxygen‐containing compound’ (26 genes), ‘protein serine/threonine kinase activity’ (36 genes), and ‘regulation of defense response’ (29 genes).

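Dataset S3 names the genes behind each enriched term, with the first 40 of the 43 genes for the response to fungus and the first 40 of the 63 for the response to bacterium in the copy used here. The fungus genes had 146 UMIs in the nematode region at 1 dpi, 41.4 per 10000 Arabidopsis UMIs, and 851 outside it, 25.6 per 10000. The ratio was 1.62 (95% interval 1.35 to 1.93), and for the bacterium genes it was 1.58 (1.31 to 1.89). The lists share genes, among them CYP71B7 (AT1G13110), which has the most UMIs in both, 119. Compared with only the 10 kept sections on each side of the region, the alternative that moved this most, the ratios were 0.901 and 0.911. Both lists were highest in section 55, before the region, the fungus genes with 58 UMIs or 203 per 10000 (154 to 262). The 29 genes of protein kinase activity had a ratio of 1.15 (0.892 to 1.46), at percentile 54.8 of 10000 random lists of the same size matched on total UMIs. They were also highest in section 55, with 35 UMIs. The study chose these genes on the same libraries, so the percentiles are not independent evidence.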

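The 26 genes of the response to oxygen-containing compounds in cluster 2 had 13.9 UMIs per 10000 Arabidopsis UMIs in the nematode region and 12.7 outside it, a ratio of 1.10 (95% interval 0.80 to 1.48) at percentile 40.7. The 36 genes of serine/threonine kinase activity had a ratio of 0.935 (0.727 to 1.19) at percentile 22.7, and the 29 genes of the regulation of defense response one of 0.989 (0.743 to 1.29) at percentile 28.1. All 3 intervals include 1. In section 54 the 3 lists reached their highest values, 80.2, 119 and 95.4 UMIs per 10000, from 37, 55 and 44 UMIs. Between sections 1 and 56 they had 16.8, 28.4 and 20.9 per 10000, and between sections 69 and 96 they had 8.33, 16.8 and 12.7.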

Interestingly, genes in cluster 6 were highly expressed in sections located before the nematode's anterior region, but not in the nematode region or in neighboring sections at its posterior end. This cluster was enriched for genes involved in the biosynthesis of compounds that may play a role in plant defense, including genes associated with the ‘coumarin biosynthetic process’ (five genes), a family of plant secondary metabolites (Vismans *et al*., 2022), and the ‘chorismate biosynthetic processes’ (five genes), a precursor for salicylic acid biosynthesis (Tzin & Galili, 2010). 

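The 5 coumarin genes of cluster 6 at 1 dpi had 69.3 UMIs per 10000 Arabidopsis UMIs in the sections before the nematode region (95% interval 65.4 to 73.4), 15.6 in the region (11.8 to 20.3) and 8.27 in the sections after it (6.93 to 9.79). The 5 chorismate genes had 22.3 (20.1 to 24.7), 12.5 (9.07 to 16.8) and 5.70 (4.60 to 6.98). The ratio of the region to all kept sections outside was 0.396 (0.297 to 0.519) for the coumarin genes, at percentile 2.18 of random lists, and 0.882 (0.632 to 1.20) for the chorismate genes, at percentile 38.0. The study picked this cluster for its pattern around the region, which can set these percentiles. For both, the values in the region lay between those on its 2 sides. The sections after it include 90 to 96, in which photosynthesis genes stood out.

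**Figure D4:**
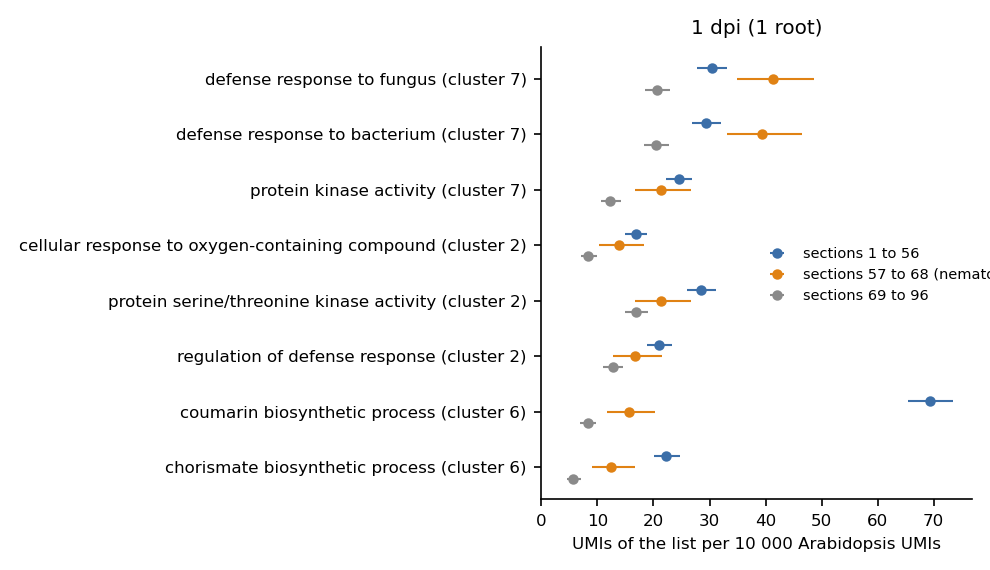
UMIs per 10000 Arabidopsis UMIs of the 8 gene lists named for 1 dpi, in the sections before the nematode region, in it and after it. Points are pooled values and bars are exact 95% Poisson intervals. The coumarin genes fall from 69.3 before the region to 15.6 in it.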

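Of the coumarin genes, AT3G12900 had the most UMIs, 650, of which 600 were before the nematode region, 5 in it and 45 after it. AT3G13610 had 295, 7 and 20 UMIs in these zones, CYP98A3 (AT2G40890) had 72, 6 and 13, and AT1G28680 had 61, 8 and 10. CCoAOMT1 (AT4G34050) had 147, 29 and 47, which is 8.67 per 10000 Arabidopsis UMIs before the region and 8.23 in it. Without AT3G12900, the ratio of the region to the sections outside was 0.710 for the remaining 4 genes. Of the chorismate genes, AT1G22410 had 113 UMIs before the region, 19 in it and 34 after it, DHS1 (AT4G39980) had 121, 9 and 16, EMB1144 (AT1G48850) had 56, 8 and 12, AT5G66120 had 49, 5 and 20, and AT2G45300 had 39, 3 and 11. The 3 zones held 169464, 35255 and 163253 Arabidopsis UMIs, so these counts do not compare directly. Per 10000 Arabidopsis UMIs, each chorismate gene was higher in the region than after it, from AT1G22410 (5.39 against 2.08) to AT5G66120 (1.42 against 1.23). Of the coumarin genes, only AT3G12900 was lower in the region than after it, with 1.42 against 2.76.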

A similar expression pattern was observed at 2 dpi, where cluster 1 showed gene expression on both sides of the nematode region, though expression was dampened within the nematode region and its immediate neighboring sections. This cluster was enriched for genes related to stress responses, such as ‘cellular catabolic process’ (23 genes), ‘response to oxidative stress’ (20 genes), and ‘response to wounding’ (34 genes). These spatially distinct expression patterns suggest a localized regulation of defense‐related gene expression during early stages of nematode infection.

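The 358 genes of cluster 1 at 2 dpi had 1470 UMIs per 10000 Arabidopsis UMIs in sections 1 to 19, before the nematode region, 698 in the region and 938 in sections 40 to 96, after it. The ratio of the region to the kept sections outside was 0.694 (95% interval 0.668 to 0.722). The cluster was highest in section 7, with 3243 per 10000.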

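The 23 genes of cellular catabolic process had 39.6 UMIs per 10000 Arabidopsis UMIs in the nematode region at 2 dpi and 49.6 outside it, a ratio of 0.799 (95% interval 0.674 to 0.943). For the 20 genes of the response to oxidative stress the ratio was 0.751 (0.653 to 0.859), and for the 34 genes of the response to wounding 0.698 (0.614 to 0.791). Random lists matched on total UMIs had median ratios of 0.696, 0.638 and 0.647, so the 3 lists were at percentiles 74.3, 75.8 and 65.2, in a cluster picked for its low level in the region. EXT3 (AT1G21310) had 669 UMIs and belongs to the lists of catabolic process and oxidative stress. From clusters with lower expression in the region than beside it, the paper proposes a localized regulation of defense-related genes early in infection.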

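At 2 dpi, the 25 genes of cell differentiation in cluster 9 were highest in section 33, with 30 UMIs or 105 per 10000 Arabidopsis UMIs (95% interval 70.6 to 149). The 11 genes of the term vacuole in cluster 12 were highest in section 34, with 13 UMIs or 38.5 per 10000 (20.5 to 65.8). Those of transmembrane transporter activity in cluster 3, 19 genes, reached 45.1 per 10000 (24.0 to 77.1) in section 29, from 13 UMIs. The 12 genes of flower development in cluster 13 were highest in section 27, with 15 UMIs or 64.5 per 10000 (36.1 to 106). For clusters 9, 12 and 13, only the genes listed with enriched terms were used here.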

At 2 dpi, genes in clusters 3, 9, 11, 12, and 13 peaked in a specific section of the nematode region, located close to each other. We speculate that this area likely corresponds to the feeding structure. 

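The cell differentiation genes had 64 UMIs in the nematode region at 2 dpi, 15.6 per 10000 Arabidopsis UMIs, against 6.19 per 10000 outside it. The ratio was 2.52 (95% interval 1.84 to 3.40), at percentile 99.97 of random lists matched on total UMIs. The vacuole genes had a ratio of 1.99 (1.32 to 2.94) at percentile 99.7, from 36 UMIs in the region. The first 726 genes of cluster 3, those in the copy used here, had a ratio of 1.77 (1.66 to 1.88), and its transmembrane transporter genes had one of 2.02 (1.32 to 3.04) at percentile 89.5, from 33 UMIs. The study picked these clusters for their peaks in this region of the same library, which can set the percentiles. Compared with only the 10 kept sections on each side of the region, the ratio was 2.42 for the cell differentiation genes, 1.31 for the vacuole genes and 0.997 for the transporter genes.

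**Figure D5:**
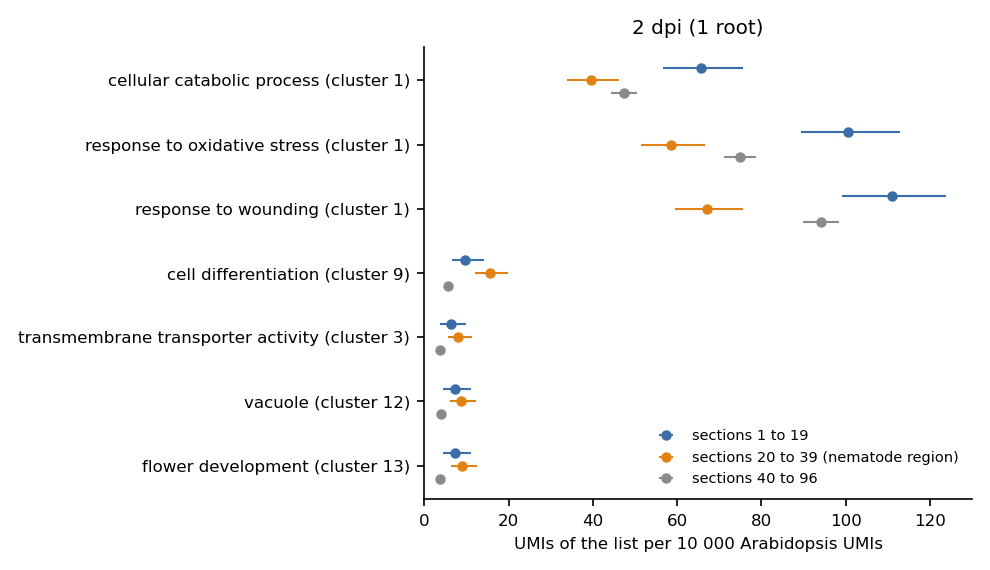
UMIs per 10000 Arabidopsis UMIs of the 7 gene lists named for 2 dpi, in the sections before the nematode region, in it and after it. Points are pooled values and bars are exact 95% Poisson intervals. The cell differentiation genes have 15.6 in the region against 9.72 before it and 5.68 after it.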

Significant GO terms for these clusters include ‘cell differentiation’ (25 genes), suggesting that the affected cells are transformed into specialized feeding structures, ‘transmembrane transporter activity’ (19 genes), likely involved in nutrient supply, and ‘vacuole’ (11 genes), as in feeding structures, the large central vacuole is replaced by numerous vesicles of various sizes (Golinowski *et al*., 1996; Baranowski *et al*., 2018). 

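The 12 flower development genes of cluster 13 had 130 UMIs at 2 dpi, of which 37 lay in the nematode region. They had 9.00 UMIs per 10000 Arabidopsis UMIs in the region and 4.05 outside it, a ratio of 2.22 (95% interval 1.47 to 3.28) at percentile 99.97, in a cluster picked for its peak there, and of 1.60 against only the 10 kept sections on each side. The gene with most UMIs was UPL4 (AT5G02880), with 23 in the library and 2 in the region. AT1G80930 had 20 UMIs with 3 in the region, PSD (AT1G72560) had 16 with 4, IBM1 (AT3G07610) had 16 with 6 and AT2G21300 had 15 with 5. SPT (AT4G36930) had 7 UMIs with 3 in the region, and the other 6 genes had 3 to 9 UMIs each.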

Notably, genes in cluster 13 were also enriched for ‘flower development’ (12 genes), while we only captured root tissue. However, in flowering plants, three cell fusion events occur within the embryo sac. One sperm cell fuses with the egg cell to form the diploid zygote, while a second sperm cell fuses with the central cell to form the endosperm (Sprunck & Dresselhaus, 2015). After fertilization of the central cell, the persistent synergid fuses with the endosperm (Maruyama *et al*., 2015). Since cell fusion is a unique event that only occurs in the embryo sac within the developing ovule, we suggest that cyst nematodes may hijack components of flower development for the fusion of cells during feeding structure formation.

Altogether, our GO term enrichment analysis confirms that the plant responds to nematode infection, and its response changes over time. At 1 dpi, we observe plant defense responses, while at 2 dpi, in more developed feeding structures, we might have identified the initiation of a feeding structure. However, further research is necessary to validate the events leading to nematode‐induced feeding structure initiation and development.

## Discussion

Plant cells coordinate both developmental processes and responses to environmental stimuli. Yet, current methodologies for studying gene expression either lack spatial resolution, have low throughput, cover limited tissue areas, are expensive, or require prior knowledge to understand these complex responses. To address this, we applied RNA tomography, a spatial transcriptomics technology, in Arabidopsis roots infected with the cyst nematode *H. schachtii*. This plant‐nematode combination features asynchrony of infection and localized cellular changes during feeding structure formation, demanding high‐resolution spatio‐temporal gene expression analysis. We used RNA tomography to spatially map gene expression in Arabidopsis roots and nematodes, shedding light on the molecular mechanisms underlying the initiation of feeding structures induced by cyst nematodes.

We detected *c*. 96 and 95% of Arabidopsis' coding genes at 1 and 2 dpi, respectively. These percentages are comparable to those in single‐cell RNA‐seq datasets (*c.* 90.00%) (Denyer *et al*., 2019; Shahan *et al*., 2022) and bulk RNA‐seq (*c.* 82.64%) (Siddique *et al*., 2022), demonstrating that RNA tomography is highly sensitive and feasible for use in plants. Furthermore, we detected *c*. 10% and 40% of *H. schachtii*'s coding genes at 1 and 2 dpi, respectively. The lower number of detected nematode genes is likely due to low input material, the focus on the feeding structure, which may not necessarily include the entire nematode in the sample, variations in the nematode's position within the samples; a strict time‐dependent gene regulation; or a combination of these factors.

We confirmed localized gene expression, mapped known dorsal and subventral gland‐expressed genes of *H. schachtii* (Molloy *et al*., 2024) and identified 200 *H. schachtii* genes with similar expression patterns. The interpretation of localized gene expression may be affected by the one‐dimensional nature of our data, which compresses heterogeneity in two and three dimensions and can lead to tissue overlap in sections, as nematode geometries can be serpentine. Remarkably, mRNA of some *H. schachtii* genes were also found outside the nematode region. This signal, unlikely originating from measurement noise, suggests potential mechanisms for nematode manipulation of the host. For example, *H. schachtii* secretes CLE‐like peptides that mimic Arabidopsis CLEs, hijacking the plant's developmental signaling pathways to reprogram root cells and promote feeding structure formation (Wang *et al*., 2010). 

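At 2 dpi, the 76 sections outside the nematode region held 5953 *H. schachtii* UMIs, 253 per 10000 UMIs of both species (95% interval 246 to 259). They fell on 1905 genes, of which 1480 had 1 UMI outside. The 5 genes with most of them were g24738 with 1657 UMIs, g4223 with 310, g24507 with 196, g14906 with 157 and g14888 with 130, together 2450 or 41.2%. Genes of scaffolds Hsc_scaff013 and Hsc_scaff133 held 1100, or 18.5%. By section, section 74 alone held 1630 of the 5953 UMIs, on 1114 genes. Across the 76 sections, rho between the nematode and the Arabidopsis UMIs was 0.524, and 0.643 without both scaffolds. The nematode share of the UMIs of a section had a rho of -0.0899 with its distance from the region at 2 dpi and of 0.0897 at 1 dpi. All 122 transcripts of Dataset S1 had UMIs at 2 dpi, and 287 of their 664 UMIs lay outside the region. From the signal outside the region, the paper proposes ways in which the nematode could act on cells of the host farther away.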

Nematode CLE‐like effectors are processed by the host's endoplasmic reticulum secretory pathway, including post‐translational modifications, and are delivered to the extracellular space of nematode‐infected host cells, where they can be recognized by plant receptors (Wang *et al*., 2021). This re‐trafficking may allow the nematode to communicate with cells adjacent to the initial feeding cell, facilitating the expansion of the syncytium. Alternatively, *H. schachtii* may secrete mRNA molecules, similar to animal parasitic nematodes (Buck *et al*., 2014; Taylor *et al*., 2020), and use the host machinery for translation at certain locations in the host to facilitate the infection process. Plants also use mRNA for long‐distance communication (Kitagawa *et al*., 2024), *H. schachtii* might make use of this process for infection. Secretion of mRNA could reduce the energetic costs for *H. schachtii* while increases its reach within the host.

Several plant gene clusters showed spatially restricted expression. One gene cluster, highly expressed outside the nematode region but showing reduced expression within this region, was enriched, for defense‐related processes, including coumarin and chorismate biosynthesis at 1 dpi. Both, the accumulation of the coumarin scopoline (Beesley *et al*., 2023), and of salicylic acid, synthesized from chorismate (Tzin & Galili, 2010), can alter nematode susceptibility (Zinovieva *et al*., 2011). This spatial expression pattern suggests that the nematode may actively suppress or evade localized host defense responses during early infection stages, highlighting the dynamic and complex interplay of plant‐nematode interactions. Whether these gene expression patterns result in feeding structures that promote female or male development remains unknown, but analyzing multiple individual samples could reveal patterns associated with sexual dimorphism in cyst nematodes.

Unexpectedly, at 2 dpi, one cluster was enriched for flower development, suggesting potential similarities between gynoecium development and early feeding structure formation. Both processes involve cell fusion (Maruyama *et al*., 2015), plant hormonal reprogramming, for instance of auxin and cytokinin (Goverse & Bird, 2011; Marsch‐Martínez & de Folter, 2016), and share some key developmental regulators (Moubayidin & Østergaard, 2017; Correa *et al*., 2018). These findings highlight how RNA tomography can reveal gene expression patterns and help identify promising candidate gene lists for further in‐depth research.

RNA tomography offers advantages for plant studies over other spatial transcriptomics technologies, including affordability, accessibility, that is requiring standard laboratory equipment (Junker *et al*., 2014; Holler & Junker, 2019), and the ability to analyze large tissue areas with the possibility of reaching fully untargeted 3D RNA positioning (Junker *et al*., 2014; Mayeur *et al*., 2021). We foresee that the lack of single‐cell resolution and limitations inherent to short‐read sequencing in RNA tomography studies will be overcome either computationally by integrating with single‐cell data or by the rapid advances in long‐read sequencing technologies.

In summary, our findings provide novel insights into the gene expression in and around feeding structures induced by cyst nematodes. We demonstrate that RNA tomography allows the transcriptome‐wide analysis of both host and pathogen spatiotemporally, enabling the identification of regions of interest, the localization of gene expression using marker genes, and candidate gene selection based on expression profiles. We anticipate RNA tomography to have broad applicability across various plant studies involving development, biotic, or abiotic stresses, and its potential integration with existing and future single‐cell sequencing.

## Competing interests

None declared.

## Author contributions

JLL‐T and HCK: conceptualization; YW, SW, KA and AP: data analysis; JLL‐T: funding acquisition; JM, J‐JW and AP: methodology; AP: investigation; YW and AP: visualization; AP: writing – original draft; YW, J‐JW, JM, SW, GS, HCK and JLL‐T: writing – review and editing. AP and YW contributed equally to this work.

## Disclaimer

The New Phytologist Foundation remains neutral with regard to jurisdictional claims in maps and in any institutional affiliations.

## Supporting information

**Dataset S1** Protein sequence similarity between *Heterodera schachtii* genes expressed outside the nematode region to Arabidopsis proteins.

**Dataset S2** Detected *Heterodera schachtii* genes, annotated gland genes and genes most similarly expressed as dorsal (DG9937) and subventral glands (SvG21727) marker genes.

**Dataset S3** Most variably expressed Arabidopsis genes and corresponding Gene Ontology terms, 1‐ and 2‐d post inoculation with *Heterodera schachtii*.

**Fig. S1** Determining the threshold for filtering low‐count sections based on gene counts.
**Fig. S2** Identification of the optimal number of clusters for *Heterodera schachtii* spatial gene expression maps using the elbow method and its second derivative.
**Fig. S3** Identification of the optimal number of clusters for Arabidopsis spatial gene expression maps using the elbow method and its second derivative.
Please note: Wiley is not responsible for the content or functionality of any Supporting Information supplied by the authors. Any queries (other than missing material) should be directed to the *New Phytologist* Central Office.

## Data Availability

Raw sequencing data from this article can be found in the GEO database under accession number GSE297648. The processed UMI matrixes and source code for customized plots are available at: https://github.com/wwinnerhoo/Tomo‐seq‐for‐Arab‐Hsch.git.

# Supplementary material for: RNA tomography reveals spatial gene expression maps of Arabidopsis thaliana roots infected with Heterodera schachtii
**Source:** New Phytol. 2025 Oct 17;249(1):588–602. doi: 10.1111/nph.70674
**Supplement:** Supplementary file 4 — Fig. S1 Determining the threshold for filtering low‐count sections based on gene counts. Fig. S2 Identification of the optimal number of clusters for Heterodera schachtii spatial gene expression maps using the elbow method and its second derivative. Fig. S3 Identification of the optimal number of clusters for Arabidopsis spatial gene expression maps using the elbow method and its second derivative. Please note: Wiley is not responsible for the content or functionality of any Supporting Information supplied by the authors. Any queries (other than missing material) should be directed to the New Phytologist Central Office.

## **New Phytologist Supporting Information**

Article title: RNA tomography reveals spatial gene expression maps of *Arabidopsis thaliana* roots infected with *Heterodera schachtii*

Authors: Anna Pijnacker\*, Yuhao Wang\*, Jaap-Jan Willig, Jonas Mars, Steffen Werner, Kelvin Adema, Geert Smant, Hendrik C. Korswagen, Jose L. Lozano-Torres

Article acceptance date: 27 September 2025

The following Supporting Information is available for this article:

**Figure S1.** Determining the threshold for filtering low-count sections based on gene counts.

**Figure S2.** Identification of the optimal number of clusters for *Heterodera schachtii* spatial gene expression maps using the elbow method and its second derivative.

**Figure S3.** Identification of the optimal number of clusters for *Arabidopsis* spatial gene expression maps using the elbow method and its second derivative.

**Dataset S1.** Protein sequence similarity between *Heterodera schachtii* genes expressed outside the nematode region and *Arabidopsis* proteins.

**Dataset S2.** Detected *Heterodera schachtii* genes, annotated gland genes and genes most similarly expressed as dorsal (DG9937) and subventral glands (SvG21727) marker genes.

**Dataset S3.** Most variably expressed *Arabidopsis* genes and corresponding Gene Ontology terms, 1- and 2-days post inoculation with *Heterodera schachtii*.

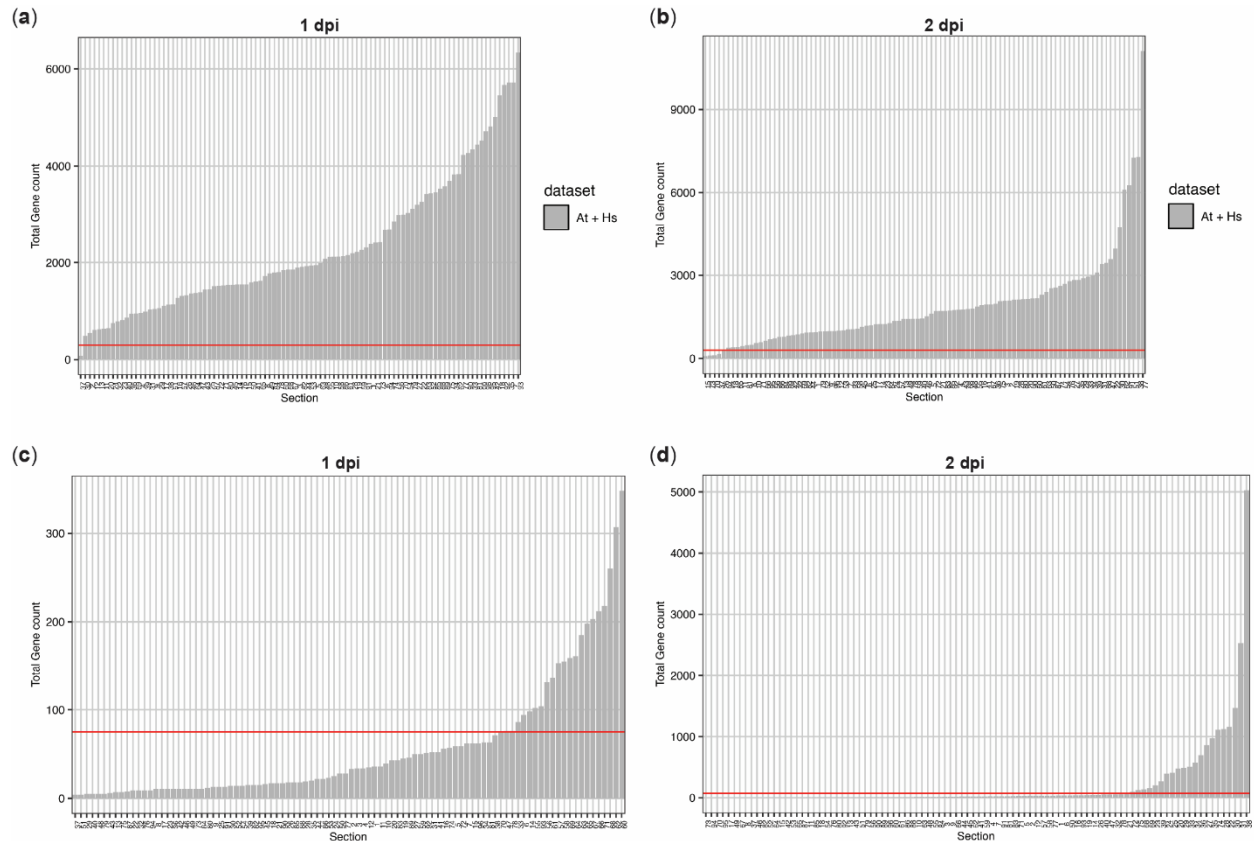

**Fig. S1. Determining the threshold for filtering low-count sections based on the detected number of genes.** This figure illustrates how thresholds for filtering sections with low numbers of *Arabidopsis thaliana* and *Heterodera schachtii* genes were determined. (a,b) The number of detected *Arabidopsis* and *H. schachtii* genes per section was summed and plotted in ascending order for the 1 (a) and 2 days post inoculation (b) samples. *Arabidopsis* gene counts are shown in light grey, while *H. schachtii* counts are represented in dark grey. The threshold for filtering, set at 300 total gene counts, was determined by identifying the largest discontinuity between consecutive values in the cumulative distribution. This discontinuity indicates the superposition of two distinct behavioral regimes, low-quality and high-quality, and is indicated by the red line. (c,d) To determine a threshold for selecting the sections containing nematode mRNA, the number of *H. schachtii* genes per section was plotted in ascending order for the 1 dpi (c) and 2 dpi (d) samples. The red line indicates the threshold, defined by the largest discontinuity between consecutive values, corresponding to 75 *H. schachtii* genes. This figure supports Fig. 2.

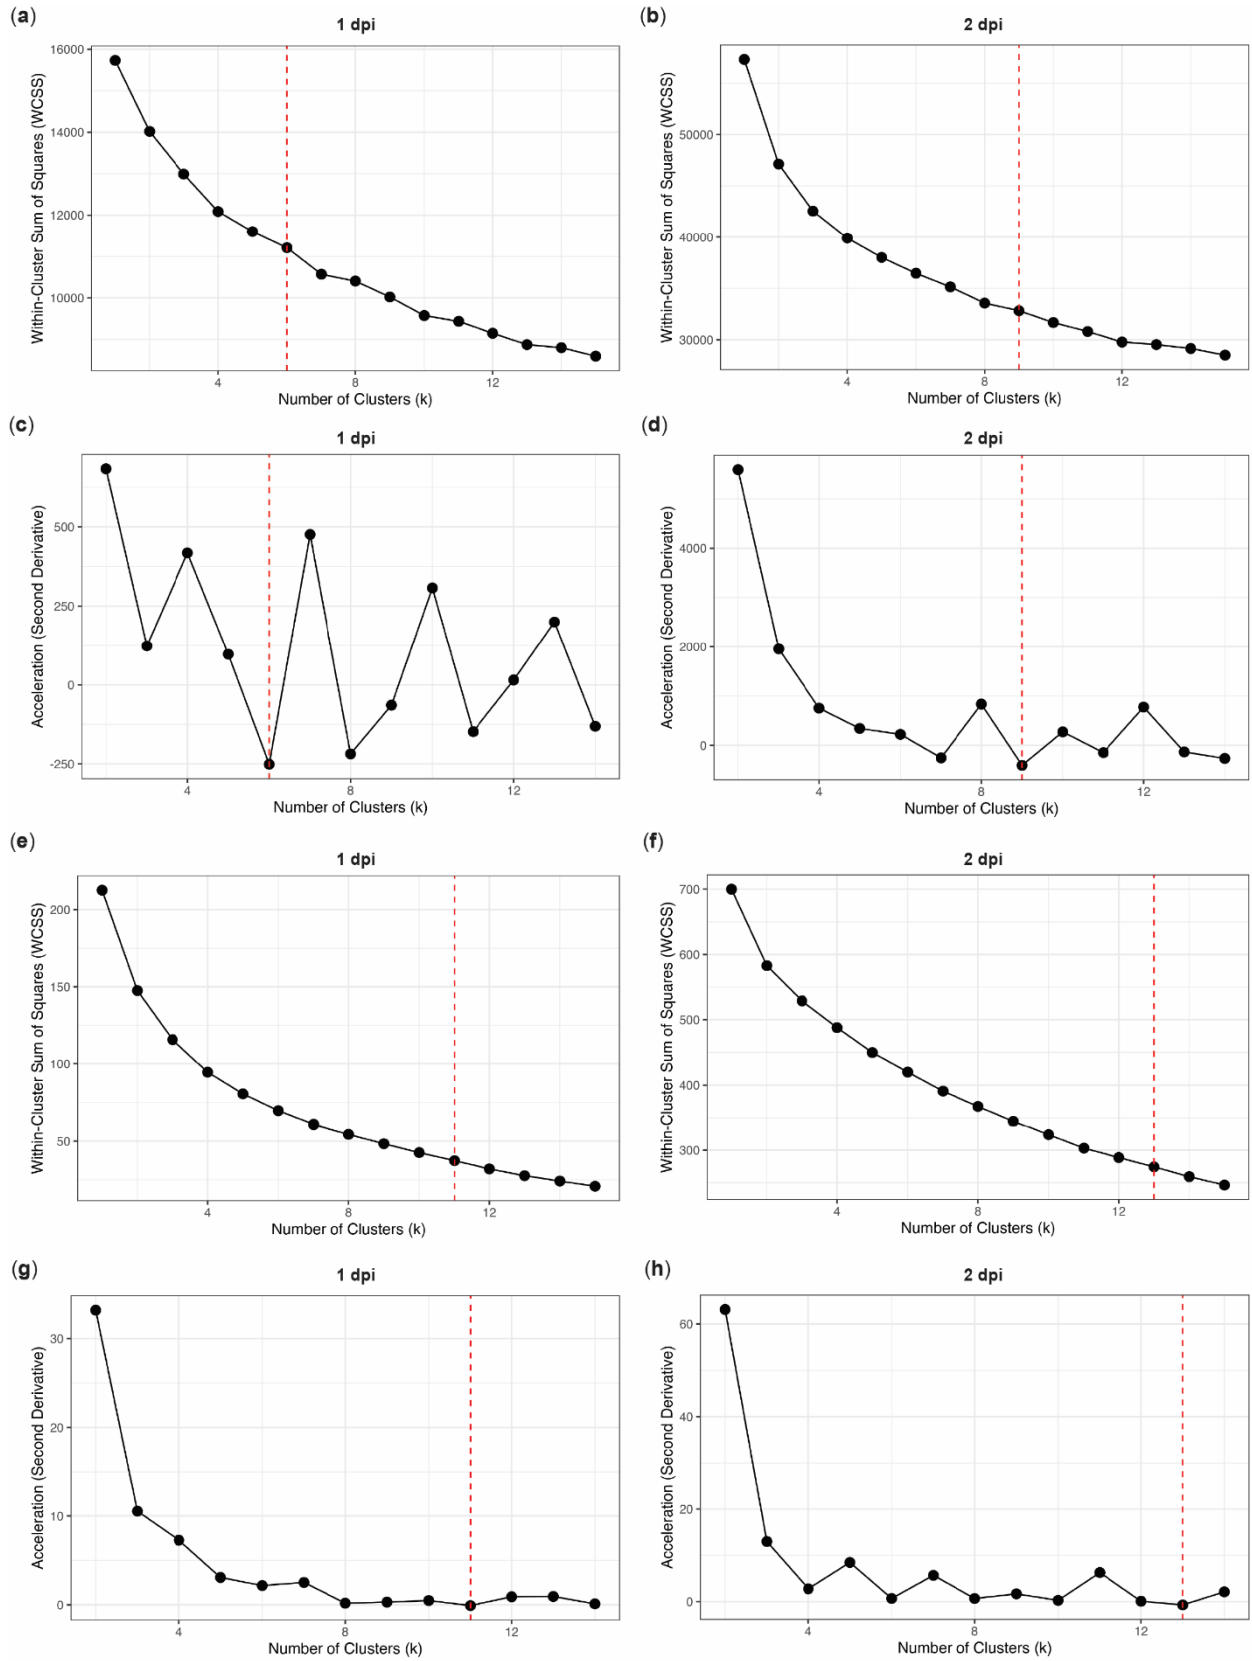

**Fig. S2. Identification of the optimal number of clusters for *Heterodera schachtii* spatial gene**

**expression maps using the elbow method and its second derivative.** The x-axis represents the number of clusters, ranging from 1 to 15, while the y-axis shows the within-cluster sum of squares (WCSS). The dashed red line indicates the optimal number of clusters for the respective sample. **(a,b)** Elbow plots for all detected *H. schachtii* genes in the 1 **(a)** and 2 days post inoculation **(b)** samples. **(c,d)** The second derivative of the WCSS plotted on the y-axis identifies the optimal number of clusters for the 1 **(c)** and 2 dpi **(d)** samples based on the point of maximum curvature. **(e,f)** Elbow plots for detected *H. schachtii* genes known to be expressed in the dorsal or subventral glands for the 1 **(e)** and 2 dpi **(f)** samples. **(g,h)** The point of maximum curvature for the 1 **(g)** and 2 dpi **(h)** samples, determined by plotting the second derivative of WCSS. This figure supports **Fig. 3**.

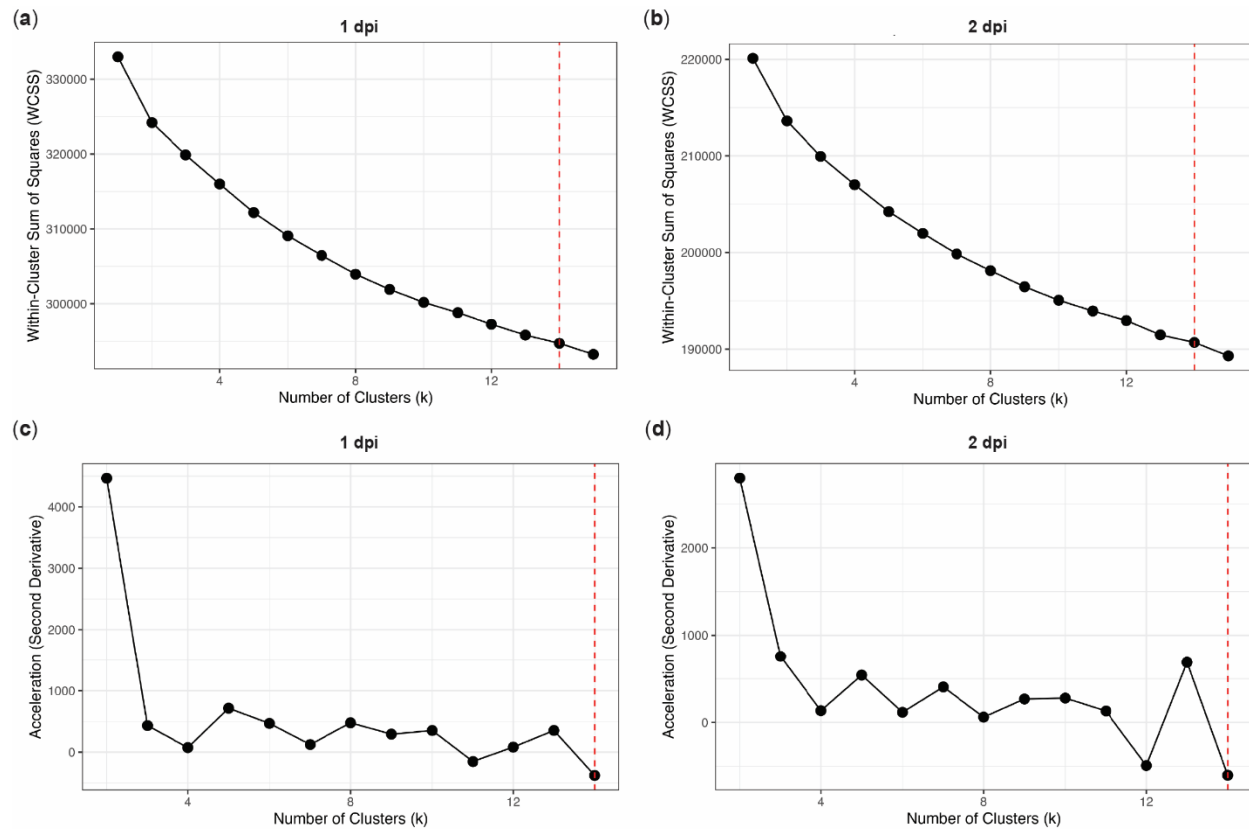

**Fig. S3. Identification of the optimal number of clusters for *Arabidopsis thaliana* spatial gene expression maps using the elbow method and its second derivative.** The x-axis represents the number of clusters, ranging from 1 to 15, while the y-axis shows the within-cluster sum of squares (WCSS). The dashed red line indicates the optimal number of clusters for the respective sample. **(a,b)** Elbow plots for the 9,732 and 9,937 most variably expressed *Arabidopsis* genes across sections at 1 **(a)** and 2 days post inoculation **(b)**, respectively. **(c,d)** The second derivative of the WCSS plotted on the y-axis identifies the optimal number of clusters for the 1 **(c)** and 2 dpi **(d)** samples based on the point of maximum curvature. This figure supports **Fig. 4**.

## References

Molloy, B., Shin, D. S., Long, J., Pellegrin, C., Senatori, B., Vieira, P., ... & Eves-van den Akker, S. (2024). The origin, deployment, and evolution of a plant-parasitic nematode effectorome. *PLoS pathogens*, 20(7), e1012395.

How the deposited data were processed for this re-analysis (not part of the article)

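RNA was counted in 2 libraries, from the root of 1 seedling at 1 dpi and of 1 seedling at 2 dpi with *H. schachtii*. Each library covers 96 consecutive sections of 20 μm. The authors deposited, for each library and each of the 2 genomes, the count of non-duplicated UMIs per gene and section. To make these counts, the authors demultiplexed reads with scmo and mapped them with STAR to the Arabidopsis genome (Araport11) and in a second step to the *H. schachtii* genome. They then assigned reads to genes with featureCounts and collapsed reads with the same UMI. The deposited counts are whole numbers without normalization or filtering of sections. The largest count of a gene in a section was 454, and a UMI of 6 bases can tell apart 4096 molecules.

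From these counts, sections with fewer than 300 genes of both species together were removed where the text says so. UMIs were summed over genes, sections and zones with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. SCTransform was run on the counts of both species together with R 4.3.3, Seurat 5.3.0 and sctransform 0.4.2, keeping genes found in at least 1 section. The package glmGamPoi was not installed, so the fit of sctransform itself was used. The nematode regions, sections 57 to 68 at 1 dpi and 20 to 39 at 2 dpi, are those the paper states. A peak section is the section with the highest UMIs per 10000 UMIs of both species for nematode genes, or per 10000 Arabidopsis UMIs for Arabidopsis genes. List ratios compare UMIs per 10000 Arabidopsis UMIs pooled in the region and pooled over the kept sections outside it. Their percentiles are among 10000 random lists of the same size, drawn from 20 bins of total UMIs. The study chose the lists on the same libraries, so the percentiles describe and do not test.

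Intervals are exact 95% intervals and cover counting error only. With 1 library per time point and sections that are not replicates, no test was made, and no p-value, standard error or number of changed genes is given. The list ratios were tested on simulated data, in which 200 genes were given 4 times their rate inside the region. The ratio came to 3.58 against 3.66 simulated at 1 dpi and 3.59 against 3.59 at 2 dpi. Intervals were checked on 200 lists of 30 of the other genes. At 1 dpi 97% of them held the simulated ratio of the list, and at 2 dpi 93.5%. The simulated counts varied by counting error only, so variation between sections was not tested. Of 40 lists without a change per library, 10% fell outside percentiles 5 to 95. The median percentile of these lists was 62.35 at 1 dpi and 48.0 at 2 dpi.

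Genes were named by a rule set beforehand, when values in the paper's own tables had been seen. It takes the genes the paper names and the 8 gland genes listed for 1 dpi only. From each effector family named in the text it takes at most 3 gland genes, those with most UMIs. It takes the coumarin, chorismate and flower development genes. For each library it adds the 5 nematode genes with most UMIs outside the region, the 5 Arabidopsis genes with most UMIs, and the 5 Arabidopsis genes with the highest ratio of the region to outside among genes with at least 50 UMIs. Beyond this rule, genes with at least 5 UMIs among few and the top gene of a list were named after their values were seen. Marker lists were set for photosynthetic tissue (10 genes), dividing root tip cells (5), root hair (3) and endodermis (3). They were used as sums, with the level of the most abundant gene where a sum is discussed, and no section was assigned a cell type.

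Alternatives changed 1 choice at a time. They covered the UMIs or sections a gene needs, the minimum number of genes per section, raw or SCTransform values, the threshold of nematode genes, genes similar to Arabidopsis, the deepest section, the deepest gene, the sections used outside the region, the way sections are pooled, the depth of the libraries, the kind of correlation and the selection of variable genes. Leaving out the genes of 2 nematode scaffolds, and leaving out plastid-encoded genes from the Arabidopsis total, were added after the data had been examined.

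ERCC spike-in transcripts were left out. Gene symbols and the class of protein-coding genes come from the RefSeq annotation of TAIR10.1, in which 28673 of 28791 Arabidopsis identifiers were found. The copies of Datasets S2 and S3 used here hold part of the clustered genes and the first 40 genes of each enriched term. Hierarchical clustering, gene ontology enrichment, mapping of reads and the comparison of protein sequences were not repeated.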

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

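All tests of the genes of scaffolds Hsc_scaff013 and Hsc_scaff133 were chosen after their counts had been seen, and the test of green tissue was written before its values were seen.

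Nematode genes of scaffolds Hsc_scaff013 and Hsc_scaff133 had 6208 UMIs at 1 dpi, 42.1% of all nematode UMIs, on 139 genes. At 2 dpi they had 1642 UMIs, or 5.77%, on 181 genes. They drew attention as a signal in genes that the paper does not discuss. Their UMIs per section followed each other between the 2 roots by section number (Spearman rho 0.640). This was the highest of 96 shifts of one root against the other, and the next highest was 0.281. By section number, rho between the roots was 0.0373 for Arabidopsis UMIs and -0.118 for the other nematode UMIs. Sections 14, 78 and 93 were among the 6 sections with most of these UMIs in both roots.

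Other sources are argued against. RNA of the nematode in its region would gather there, but the region held 11.1% (95% interval 10.3 to 11.9) of these UMIs at 1 dpi, with 12.5% of the sections, and 33.01% (30.7 to 35.3) at 2 dpi, against 79.1% of all nematode UMIs. A part of the 2 dpi UMIs from the nematode stays open. Arabidopsis transcripts counted on these genes would follow Arabidopsis UMIs, but rho with them was 0.197 at 1 dpi and 0.215 at 2 dpi. Among 539 genes with at least 50 UMIs, the highest rho between the roots off these scaffolds was 0.351, below the 6 compared genes of the scaffolds (0.592 to 0.709). Reads passed from the 1 dpi to the 2 dpi library with their section barcode would carry other genes too, but only 0.563% of the UMIs of 14 genes concentrated in 1 section at 1 dpi reappeared there at 2 dpi. The scaffold genes had 26.4% as many UMIs at 2 dpi as at 1 dpi. A signal tied to the section number, such as the primer or the well of a section, remains a candidate source, with the rho of 0.640. Primer sequences were not used here. No biological explanation was tested.

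Photosynthesis genes stood out as a signal in genes the paper does not discuss. The 10 genes of the photosynthetic list had 166 UMIs per 10000 Arabidopsis UMIs in sections 90 to 96 at 1 dpi and 1.45 in the other kept sections, a ratio of 114.9 (95% interval 84.2 to 161) from 1404 and 41 UMIs. The list's most abundant gene, AT1G29930, had 333 and 5 UMIs, and 9 of the 10 genes had UMIs in the other sections too. The 87 plastid-encoded genes rose less, with a ratio of 6.89. RNA of green tissue in these sections is a candidate explanation for both. The sections were picked from the paper's own cluster table and figure. At 2 dpi the list had 10.0 and 1.83 UMIs per 10000, a ratio of 5.47 (3.22 to 9.12), and the plastid-encoded genes one of 0.610. The design names no tissue but the root, and no explanation other than green tissue was tested. Without plastid-encoded genes in the Arabidopsis total, none of the 15 list ratios moved beyond its interval. This check kept sections 90 to 96 among those outside, so it cannot exclude that green tissue there weighs on the ratios. Those sections were left out only where the region was compared with the 10 kept sections on each side.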

How the results depend on the processing

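Leaving out the genes of scaffolds Hsc_scaff013 and Hsc_scaff133, and leaving out plastid-encoded genes from the Arabidopsis total, were tests chosen after the data had been examined, as were the counts of gland genes with at least 5 UMIs on raw UMIs and residuals, and the other alternatives were set before the data were examined.

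No paired analysis was possible because each time point has 1 root, and the roots are of different plants. Over 45 results and 164 alternatives, 87 values stayed the same within the counting interval, within 1.5 times for a number of genes or sections, or within 0.1 for a correlation. Another 74 moved further. The remaining 3 are list ratios whose interval excludes 1 and which came to the other side of 1. Apart from stricter minimums, which lower numbers by construction, the cause was not tested.

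Stricter minimums. With at least 2 UMIs in the section, section 60 had 272 Arabidopsis and 47 nematode genes (1499 and 348 with 1 UMI), and section 22 had 381 and 114 (2803 and 1159). A minimum of 500 genes removed 2 and 11 sections instead of 1 and 4. With at least 5 UMIs in the library, Arabidopsis genes fell from 26444 to 13925 at 1 dpi and from 26175 to 12928 at 2 dpi, and nematode genes from 2609 to 154 and from 10655 to 907. With UMIs in at least 2 sections, nematode genes fell to 585 and 4857. Among gland genes with at least 5 UMIs, per UMIs of both species, 0 peaked in section 60 or 61, 0 in section 62 and 0 in section 38 (6, 5 and 25 otherwise), and on raw UMIs and residuals 0 did at 1 dpi, and 7 and 6 of 12 in section 38. At this minimum, 20 and 211 genes were similar to g21727 and g9937. With at least 3 UMIs, gland genes fell from 30 to 5 at 1 dpi and from 125 to 33 at 2 dpi, with 0 at 1 dpi only (8 otherwise), 28 at 2 dpi only (103) and 5 at both (22).

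Raw or SCTransform values. On SCTransform-corrected counts, section 60 had 122 nematode genes, and 0 and 364 genes were similar to the markers, instead of 2361 and 5782 on residuals. On raw UMIs per 10000, 194 and 1990 were similar, and with Pearson correlation on residuals 194 and 1990. Gland genes peaking in section 38 were 49 on raw UMIs and 48 on residuals.

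Threshold of the nematode region. Sections above the threshold at 1 dpi were 13. They were 21 on raw UMIs, 25 with more than 50 genes, 5 with more than 100, 0 with at least 5 sections per gene in SCTransform and 7 without the 2 scaffolds. At 2 dpi, 5 sections per gene gave 13 instead of 21.

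Nematode UMIs. The share inside the region, 26.9% at 1 dpi and 79.1% at 2 dpi, was 28.7% and 71.6% without the section with most nematode UMIs, and 38.4% and 81.9% without the 2 scaffolds. Mean shares inside over inside plus outside, another quantity that would be 50% without enrichment, were 73.3% and 89.1%, and do not compare with these. Without Dataset S1 it was 79.6% at 2 dpi. Outside the region, 314 and 253 nematode UMIs per 10000 became 306.0 and 241 without Dataset S1 and 156 and 207 without the 2 scaffolds, and 297 at 1 dpi without the 5 sections next to the region on each side. The Spearman correlation with Arabidopsis UMIs rose from 0.45 to 0.641 and from 0.524 to 0.643 without the 2 scaffolds.

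List ratios. Against only the 10 kept sections on each side, 3 ratios whose interval excludes 1 crossed it: fungus 0.901 (from 1.62), bacterium 0.911 (1.58) and transporter 0.997 (2.02). Ratios whose interval includes 1 crossed it too: in this setting kinase 0.801 (1.15), oxygen-containing compounds 0.810 (1.10) and chorismate 1.02 (0.882), and without the region's section with most Arabidopsis UMIs serine/threonine kinase 1.007 (0.935) and regulation of defense 1.14 (0.989), which was 1.003 without its top gene. Without plastid-encoded genes in the total, oxygen-containing compounds came to 0.976. Against the 10 sections on each side, serine/threonine kinase was 0.685 (0.935), coumarin 0.757 (0.396), wounding 0.897 (0.698) and vacuole 1.31 (1.99). With medians of sections, coumarin was 0.586, catabolic process 0.562 (0.799), oxidative stress 0.404 (0.751), wounding 0.367, differentiation 1.59 (2.52) and transporter 3.25. Without its top gene, coumarin was 0.710, catabolic process 0.618 and oxidative stress 0.643. Without the region's section with most Arabidopsis UMIs, catabolic process was 0.668, oxidative stress 0.619 and wounding 0.594.

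Drawn down to the smaller library, Arabidopsis genes at 1 dpi were 24994 and nematode genes at 2 dpi 7340, both within 1.5 times, and the smaller library of each species is unchanged by construction. Results that stayed within 1.5 times include the sections removed when Arabidopsis genes alone were counted. These were 1 at 1 dpi, unchanged, and 5 instead of 4 at 2 dpi. The numbers of variable genes under both alternatives also stayed within 1.5 times. Of the nematode genes at 1 dpi, 74.8% had 1 UMI, so that any minimum above 1 UMI removes them.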

Differences from the paper's values

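Of the tests in this part, the division of all detected genes by the number of protein-coding genes was chosen after the values had been seen. So were the counts of gland genes with at least 5 UMIs on raw UMIs and on residuals. No value of the paper's text that was recomputed here differed from it by more than 1.5 times, unless an alternative was used.

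The protein-coding genes detected were 86.1% at 1 dpi and 85.1% at 2 dpi, where the paper's values are 96% and 95%. Dividing all detected genes, whatever their class, by the number of protein-coding genes gives 95.9% and 95.0%. This was chosen after seeing the values and drops none of the detected genes.

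At 2 dpi, 92 sections had at least 300 genes, where the paper's text counts 91. Counting Arabidopsis genes alone, an alternative set before the data were examined, gives 91. The paper also states that 4 sections were removed at 2 dpi, which matches the number found here.

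Variable Arabidopsis genes were 9736 at 1 dpi and 9118 at 2 dpi, where the paper's values are 9732 and 9053. None of the alternatives run gave the paper's numbers.

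The paper states that most gland genes at 2 dpi were highly expressed in section 38. Of the 125 genes, 25 were highest there per UMIs of both species, 49 on raw UMIs and 48 on SCTransform residuals. On all 3 scales this was more genes than in any other section, and less than a majority. Being highest in a section is narrower than being highly expressed there, so these counts do not decide the paper's statement. Of the 12 genes with at least 5 UMIs, 0 were highest there on the first scale, 7 on raw UMIs and 6 on residuals, and the last 2 counts were chosen after seeing the values and leave out 113 of the genes.

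The paper states that most dorsal gland genes in clusters of their own at 1 dpi peaked in sections 60 and 61. Of all 30 listed gland genes of either gland, 6 were highest there per UMIs of both species, and 7 on raw UMIs or residuals, against the paper's 22 dorsal gland genes. The clusters of these genes were not used here.

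A legend of the paper describes the nematode region as consecutive sections above the threshold of nematode genes. Of sections 57 to 68 at 1 dpi, sections 59 and 61 stayed below it, with 37 and 67 genes, and section 61 passed on raw UMIs and with a threshold of 50. Of sections 20 to 39 at 2 dpi, sections 21, 26 and 32 stayed below it under each alternative run, and section 37 was removed.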

Other observations

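Tests chosen only after the result was seen are those without scaffolds Hsc_scaff013 and Hsc_scaff133, those of section 74, of genes without a UMI in the marker's section, of the gland genes with the outside level taken off, and of AT3G41762 and AT2G01008.

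Nematode UMIs outside the region. Arabidopsis transcripts counted on conserved nematode genes would follow Arabidopsis UMIs across the sections outside. The Spearman correlation was 0.45 at 1 dpi and 0.524 at 2 dpi, and 0.641 and 0.643 without the 2 scaffolds. Deeper sections hold more of any RNA, so on these values Arabidopsis transcripts cannot be told apart from other sources. RNA spread from the region along the root would fall with distance. The correlation of the nematode share with distance was 0.0897 at 1 dpi and -0.0899 at 2 dpi, and 0.125 and -0.153 without the 2 scaffolds, which argues against spread as the source of most of this signal. Spread into sections next to the region stays open, as sections 69 and 71 at 1 dpi held 16.3% and 14.0% nematode UMIs. Transport of nematode RNA in the plant was not tested.

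Section 74 at 2 dpi. Of the 6 sections with at least 150 UMIs on the compared nematode genes, section 36 had the closest profile, with r 0.655 against 0.130 for the next of the 6. Other sections were not compared. The same part of a nematode may therefore lie in both, through a second nematode, a bend of the same one or a section out of order. By Arabidopsis profile, section 36 ranked 58 of 91 sections in likeness to section 74, but even the closest section, 54, had an r of only 0.115. Whether the plant tissue is of the same place therefore cannot be told apart at this depth.

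Gland genes listed for 2 dpi only. Drawn down to the region's nematode UMIs at 1 dpi, the region at 2 dpi held 1.95 times the gland genes detected at 1 dpi. With the outside level and the 2 scaffolds taken off the UMIs drawn to, but not off the gland genes at 1 dpi, the factor was 1.43, so part of its fall is built in. Fewer nematode UMIs at 1 dpi may account for part of the difference, and whether for all of it cannot be told apart from a change with time with 1 root per time point.

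Genes similar to the markers. Of the listed genes, 97% at 1 dpi and 100% at 2 dpi had all their UMIs in 1 section. A shared section of 20 μm may thus be all that these genes have in common with the marker. Of genes with no UMI in the marker's section, 2079 at 1 dpi still passed a correlation of 0.9 on residuals, where residuals of undetected genes may be ordered by section depth. At 2 dpi 1526 of 5625 did, too few to decide.

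Genes peaking in single sections. With peaks set on UMIs per Arabidopsis UMI, the Spearman correlation between the number of variable Arabidopsis genes peaking in a section and the section's Arabidopsis UMIs was -0.955 at both time points. Shallow sections may therefore gather peaks. On SCTransform residuals it was 0.310 at 1 dpi and 0.525 at 2 dpi, so deeper sections gather them there.

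AT3G41762 and AT2G01008 had the highest ratios of the region to outside at 2 dpi among genes with at least 50 UMIs, 4.23 (95% interval 3.65 to 4.91) and 4.02 (3.55 to 4.55). Nematode transcripts counted on them would follow nematode UMIs. Section 38 had 0.153 of the UMIs expected on this ground and section 74 had 0.115, which argues against it. No biological explanation was tested. Next came EARLI1 (AT4G12480) with 3.30, AT2G08986 with 3.29 and AT1G40104 with 3.19. At 1 dpi the highest ratios were those of AT3G11510 with 4.19, RPS6 (AT4G31700) with 3.99, EXPB3 (AT4G28250) with 3.87, AT5G52650 with 3.83 and AT2G27720 with 3.73.

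The Arabidopsis genes with most UMIs at 1 dpi were ATCG01130 with 4258, PYK10 (AT3G09260) with 2125, ATCG00670 with 1878, ATCG00300 with 1846 and ATCG00790 with 1655. At 2 dpi they were ATCG01130 with 2115, AT4G33720 with 1542, AT2G01029 with 1230, AT2G01008 with 1065 and PYK10 with 1028. The largest count of a gene in a section, 454, argues against saturation of the UMI.

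The other marker lists held few UMIs. Dividing root tip cells had 24 at 1 dpi and 23 at 2 dpi, root hair 5 and 3, and endodermis 8 and 5.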
